# Muscle wasting and the temporal gene expression pattern in a novel rat intensive care unit model

**DOI:** 10.1186/1471-2164-12-602

**Published:** 2011-12-13

**Authors:** Monica Llano-Diez, Ann-Marie Gustafson, Carl Olsson, Hanna Goransson, Lars Larsson

## Abstract

**Background:**

Acute quadriplegic myopathy (AQM) or critical illness myopathy (CIM) is frequently observed in intensive care unit (ICU) patients. To elucidate duration-dependent effects of the ICU intervention on molecular and functional networks that control the muscle wasting and weakness associated with AQM, a gene expression profile was analyzed at time points varying from 6 hours to 14 days in a unique experimental rat model mimicking ICU conditions, i.e., post-synaptically paralyzed, mechanically ventilated and extensively monitored animals.

**Results:**

During the observation period, 1583 genes were significantly up- or down-regulated by factors of two or greater. A significant temporal gene expression pattern was constructed at short (6 h-4 days), intermediate (5-8 days) and long (9-14 days) durations. A striking early and maintained up-regulation (6 h-14d) of muscle atrogenes (muscle ring-finger 1/tripartite motif-containing 63 and F-box protein 32/atrogin-1) was observed, followed by an up-regulation of the proteolytic systems at intermediate and long durations (5-14d). Oxidative stress response genes and genes that take part in amino acid catabolism, cell cycle arrest, apoptosis, muscle development, and protein synthesis together with myogenic factors were significantly up-regulated from 5 to 14 days. At 9-14 d, genes involved in immune response and the caspase cascade were up-regulated. At 5-14d, genes related to contractile (myosin heavy chain and myosin binding protein C), regulatory (troponin, tropomyosin), developmental, caveolin-3, extracellular matrix, glycolysis/gluconeogenesis, cytoskeleton/sarcomere regulation and mitochondrial proteins were down-regulated. An activation of genes related to muscle growth and new muscle fiber formation (increase of myogenic factors and JunB and down-regulation of myostatin) and up-regulation of genes that code protein synthesis and translation factors were found from 5 to 14 days.

**Conclusions:**

Novel temporal patterns of gene expression have been uncovered, suggesting a unique, coordinated and highly complex mechanism underlying the muscle wasting associated with AQM in ICU patients and providing new target genes and avenues for intervention studies.

## Background

All critically ICU patients suffer from severe wasting and impaired muscle function, which delay respirator weaning and persist long after hospital discharge; thus reducing quality of life [1,2]. Although muscle wasting in ICU patients may be related to the primary disease, it also devolves from the interventions used in modern anaesthesiology and intensive care: Prolonged mechanical ventilation, post-synaptic neuromuscular transmission blockade (NMB), sedation, and systemic corticosteroid hormone treatment have all been proposed as factors triggering the severe muscle wasting, paralysis, impaired respiratory function, and partial or complete loss of the motor protein myosin in ICU patients who develop Acute Quadriplegic Myopathy (AQM). Sepsis, organ transplantation, multi-organ failure, and hyperglycemia are also hypothesized risk factors for AQM [3-6]. We have recently demonstrated that complete mechanical silencing, i.e., absence of weight bearing and internal strain in the muscle caused by muscle contraction, induces a phenotype which closely resembles that of AQM in ICU patients [7]. The myosin loss and muscle wasting follows a temporal sequence with an initial sparing of both muscle function, mass and myosin content followed by a progressive loss of muscle force that exceeds the loss in muscle mass due to a preferential loss of the motor protein myosin [7-9].

Acute quadriplegic myopathy, also known as critical illness myopathy (CIM), thick filament myosin myopathy, acute myopathy in severe asthma and myopathy of intensive care [3], was for many years considered to be rare and of limited clinical significance, but in the past two decades the number of reported cases with AQM has substantially increased. Recent studies show that approximately 50% of ICU patients with sepsis, multi-organ failure or prolonged mechanical ventilation present significant neuromuscular dysfunction [10]. This muscle wasting and weakness may persist 5 years after hospital discharge, drastically impairing quality of life of survivors as well as increasing morbidity and financial costs [1,11,12].

There is a strong interest in the fundamental molecular mechanism of muscle atrophy, including the complex and highly ordered mechanisms of protein synthesis and degradation, the suppression of mitochondrial related bioenergetic pathways, cell proliferation and differentiation, and oxidative stress [13,14]. In AQM, muscle wasting involves the activation of three proteolytic systems: ubiquitin-proteasome, autophagy-lysosome, and the calcium-dependent calpains, as well as inactivation of specific Na channels, activation of the TGF-β/MAPK cascade, and apoptotic pathways [15,16]; however, how and when these mechanisms are activated remain poorly understood.

There are several independent factors that complicate the study of mechanisms underlying the muscle wasting and loss of muscle function in ICU patients with AQM, such as differences in primary disease, different pharmacological treatments, exposure to different causative agents, and delay of muscle biopsies until several weeks after ICU admission. To effectively unravel underlying mechanisms, experimental animal models mimicking the ICU intervention are needed. The most common animal model used to date is a rat model with unilateral peripheral denervation of one hind limb combined with high levels of systemic corticosteroid administration [17,18]; other models of disuse and muscle unloading are hind limb suspension, spaceflight, joint immobilization, and spinal cord isolation [19-22]. All these experimental models induce muscle atrophy, but lack significant components of muscle wasting seen in ICU patients due to deep sedation or NMB, such as long-term mechanical ventilation and mechanical silencing caused by lack of weight bearing, and the internal strain produced by activation of contractile elements. There is accordingly a strong demand of an experimental ICU model mimicking ICU conditions, i.e., key factors essential for the muscle wasting and paralysis in ICU patients who develop AQM [23]. We have previously used a porcine ICU model, in which piglets are mechanically ventilated and exposed to NMB, corticosteroids and/or sepsis for 5 days [24]. This model has given us valuable information regarding the effects of these different triggering factors separately or in combination during the early phase of the disease [8]; but, this model also has disadvantages such as high cost, and logistic problems that limit the duration of the experiments and the study of proteins with a slow turnover rate such as contractile proteins.

In order to improve our understanding of duration-dependent effects of the ICU intervention on molecular and functional networks that control the muscle wasting and weakness, we have used a unique experimental rat model that mimics the ICU condition. This model includes key elements such as mechanical ventilation, mechanical silencing, NMB and extensive monitoring for durations varying from 6 hours to 14 days, without the confounding influences of differences in systemic disease and pharmacological treatment. Gene array analyses with this model reveal that, in response to the ICU intervention, there is a complex, unique, and highly coordinated activation of protein synthesis, degradation, protective mechanisms, and intracellular signalling.

## Results

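The data are Affymetrix Rat Gene 1.0 ST arrays of RNA from the proximal gastrocnemius of 28 female Sprague-Dawley rats. Of these, 5 were sham-operated controls and 23 were mechanically ventilated under neuromuscular blockade with α-cobrotoxin, a snake toxin that blocks the nicotinic receptor of the motor endplate. The ventilated rats form groups of 13 rats at 0.25-4d, 4 rats at 5-8d and 6 rats at 9-14d, which by their names span 6 hours to 14 days. Additional file 4 lists 0.25 to 3.5 days for the rats of the first group, 4.5 to 7.5 days for the next and 8.5 to 13.5 days for the last, so some rats lie outside the days their group is named for. The labels of the deposited series give the middle group as 5 to 9 days in one place and as 5-8d for each sample, and the paper's groups are used. According to the paper, the authors summarised the arrays by RMA, fitted 1 linear model with 3 comparisons against the controls, and took moderated statistics from limma with Benjamini-Hochberg adjustment. The authors' deposited table holds the outcome of that fit, a log2 fold change and an adjusted p for each of the 3 comparisons over 26208 probe sets. Signals of single arrays were not used here, so no value per rat is given and the number of rats limits the precision. Within a comparison the adjusted p-values fix the unadjusted p-values, and from these and the log2 changes the moderated statistic, the standard error and the within-group SD of each probe set were recovered. The recovery gave 28.26 degrees of freedom, of which 24 are residual and 4.26 come from the prior. The within-group SD is thus limma's moderated one, pooled over all groups, and not the spread of any single group. Adjusted p-values computed again from the recovered statistics changed 0 calls. The within-group SD had a median of 0.203 log2 units, with 0.140 and 0.452 as its lowest and highest values once the extreme 5% at each end are set aside. With it, the durations were also compared with one another. A probe set is called up- or down-regulated at a fold change of at least 2 and an adjusted p below 0.05. Positions are on the rat build RGSC 3.4 named in the table's annotation.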

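Of the 26208 probe sets in the authors' deposited table, 1884 are called in at least 1 of the 3 comparisons. The table gives no gene symbol for 5612 probe sets, and 194 of the called ones are among these, which leaves 1690 called probe sets with a symbol. The paper's own list in Additional file 1 holds 1583 probe sets, and all of them are among the called ones. The other 107 with a symbol are called here but not listed there, and 100 of them share their symbol with a listed probe set. Counted by gene rather than by probe set, the called probe sets carry 1589 distinct symbols. The fold change minimum decides most of the count. Without it, 10838 probe sets pass an adjusted p below 0.05 from limma in at least 1 comparison, and with an adjusted p below 0.01 and the minimum kept, 1737 pass.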

Out of 26,209 probe sets on the array, 1583 were significantly up- or down-regulated in at least one of the 0.25-4, 5-8 and 9-14 day groups compared with the control group. 128, 1182 and 1115 gene probes passed the cut-off criteria (minimum ± 2 fold change with adjusted *p*-value < 0.05) in the 0.25-4, 5-8 and 9-14d groups, respectively. 

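Over all probe sets in the table, 144 are called at 0.25-4d (80 up-regulated and 64 down-regulated), 1366 at 5-8d (668 and 698) and 1343 at 9-14d (788 and 555). Restricted to the probe sets of Additional file 1, the counts are 128 (75 up-regulated and 53 down-regulated), 1182 (575 and 607) and 1115 (643 and 472). Few probe sets pass the fold change minimum without passing the adjusted p, namely 58, 52 and 37 at the 3 durations. The reverse is common. At any fold change, 929, 6869 and 9295 probe sets have an adjusted p below 0.05 from limma. The median standard error of a log2 change was 0.11 at 0.25-4d, 0.14 at 5-8d and 0.12 at 9-14d, so the later groups have more calls with fewer rats and wider errors. When each comparison was first centred on its median over all probe sets (-0.01, -0.04 and -0.07), 141, 1402 and 1426 probe sets were called. The share of calls that are up-regulated at 9-14d then rises from 58.7% to 67.6%, a lesser change at 5-8d from 48.9% to 53.6%.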

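The rise in the number of calls with duration can be tested on the differences between durations rather than on the counts. Between 0.25-4d and 5-8d, 702 probe sets differ by at least 2-fold with an adjusted p below 0.05 from the recovered limma statistics, 360 of them higher and 342 lower at 5-8d. Between 0.25-4d and 9-14d there are 869, of which 597 are higher and 272 lower at the later duration. The step from 5-8d to 9-14d has 55. Of 1740 probe sets called at 5-8d or 9-14d but not at 0.25-4d, 161 had an adjusted p below 0.05 at 0.25-4d with a change under the minimum. Without the fold change minimum 5575 probe sets differ between 0.25-4d and 5-8d. The 0.25-4d group spans 6 hours to 4 days, so its mean pools rats at different stages. The paper relates the larger number of differentially expressed genes after 5 days to the greater loss of gastrocnemius mass in those groups.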

The dramatic increase of differentially expressed genes in the 5-8d and 9-14d groups compared with the 0.25-4d group agrees with the marked gastrocnemius muscle loss, i.e., 40% in the 5-8d and 51% in the 9-14d groups compared with the modest 11% muscle mass loss in the 0.25-4d group.

The Venn diagram shows overlapping genes at the three durations (Figure 1). Only 68 differentially expressed genes were common in all three groups. 

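In all 3 comparisons, 81 probe sets are called, 28 up-regulated and 53 down-regulated, and each keeps its direction from 0.25-4d to 9-14d. With a gene symbol there are 72, and in the list of Additional file 1 there are 68. The number is bounded by the 144 calls at 0.25-4d, of which 96 are called again at 5-8d and 93 at 9-14d. Without the fold change minimum, 579 probe sets pass an adjusted p below 0.05 in all 3 comparisons. With Benjamini-Hochberg adjustment over the 3 comparisons together the count is 102.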

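Over all probe sets, 96 are called at both 0.25-4d and 5-8d, 93 at both 0.25-4d and 9-14d, and 861 at both 5-8d and 9-14d. Among those of Additional file 1 the numbers are 83, 80 and 747. Of the 80, 36 are up-regulated and 43 down-regulated at both durations, and 1, Arrdc2, changes direction between them. As a share of the shorter list, 66.7% of the calls at 0.25-4d are called again at 5-8d, and 64.1% of the calls at 9-14d are called at 5-8d too. Comparisons that share the 5 controls also share the controls' chance deviations. In 100 simulated sets of groups that do not differ from the controls, the log2 changes at 5-8d and 9-14d correlated across probe sets with a mean of 0.491, against 0.865 observed. For 0.25-4d with 5-8d the simulated mean was 0.564 against 0.633 observed, and for 0.25-4d with 9-14d it was 0.627 against 0.568 observed. Probe sets are not independent replicates, so no p is given for these correlations. The same sign at 5-8d and 9-14d was found for 82.8% of probe sets, against 66.4% in the simulation, which called 0 probe sets. The simulation drew every probe set independently and so leaves out effects that probe sets of an array share. Its 0 calls therefore do not measure how much overlap such effects could give. A call at only 1 of the later durations is not by itself a difference between them. Of 505 probe sets called at 5-8d but not at 9-14d, 496 changed in the same direction at both, with a median log2 size of 1.14 at 5-8d and 0.79 at 9-14d, and 9 differ between the durations at an adjusted p below 0.05. Of 482 called only at the later of the pair, 428 share the direction and 33 differ. Among the 861 called at both, 6 differ. The setting that moved the overlaps most was the fold change minimum, without which 5515 probe sets pass at both 5-8d and 9-14d.

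**Figure D1:**
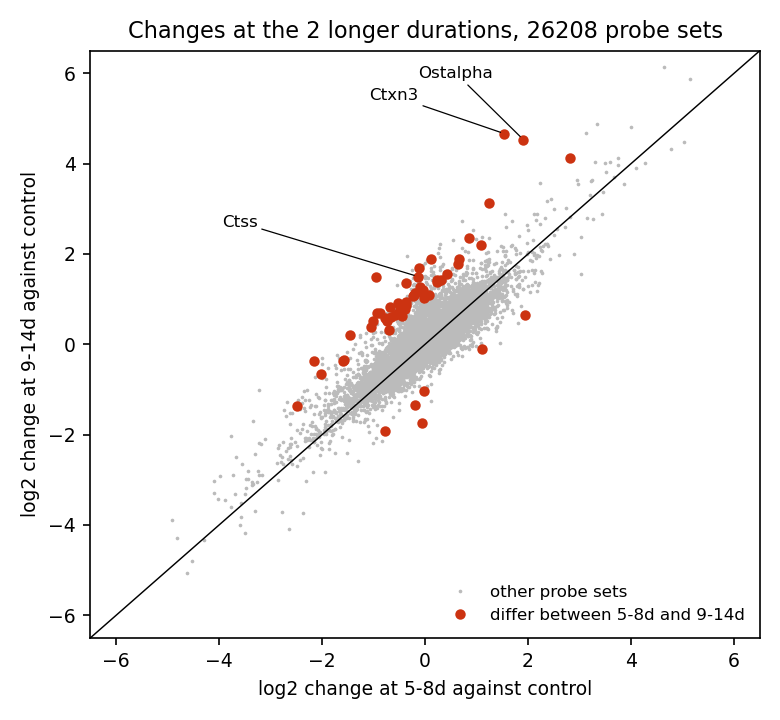
Log2 change against the controls at 5-8d (x axis) and at 9-14d (y axis) of all 26208 probe sets, with the line of equal change. The 55 probe sets that differ by at least 2-fold between the durations with an adjusted p below 0.05 are drawn in red, 49 of them above the line.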

Further, there was little overlap between the pairs 0.25-4d - 5-8d and 0.25-4d - 9-14d groups (83 and 79 genes respectively), while 747 genes overlapped between the 5-8 and 9-14d groups, indicating that these two groups shared almost half of the 1583 significantly regulated genes.

**Figure 1:**
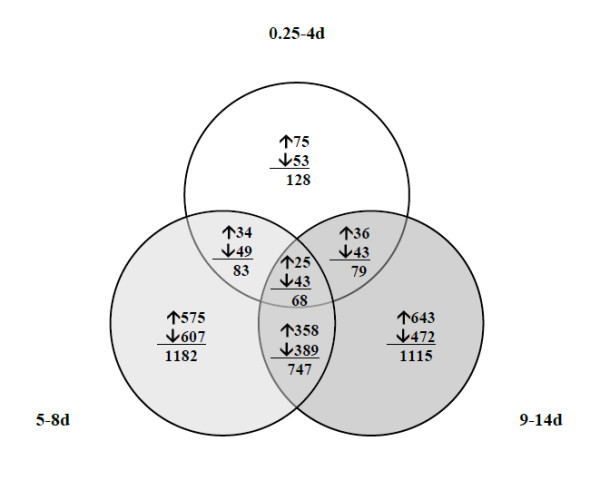
**Number of genes differentially expressed at short (0.25-4d), intermediate (5-8d) and long (9-14d) durations**. Number of genes regulated at more than one time point are found in overlapping regions. Upward arrows indicate up-regulation and downward arrows indicate down-regulation.

### *K*-means cluster analysis

Results of *K-*means clustering analysis, separating the 1583 differentially expressed genes into 12 clusters, allowed the reconstruction of different temporal expression patterns (Figure 2). 

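The cluster number that Additional file 1 gives each of its 1583 probe sets is the paper's own, and the cluster means given here are computed from the log2 changes of those members in the authors' deposited table. To see how firmly the 12 groups are set by the values, K-means with 12 centres was run again on the same log2 changes with 10 seeds and 25 starts each. Its adjusted Rand index against the paper's clusters, which is 1 for identical partitions and near 0 for unrelated ones, ranged from 0.487 to 0.567 with a median of 0.514. Between the new runs' own seeds the index was 0.625 at its lowest, with a median of 0.724, so part of the difference from the paper's clusters also arises between repeats. The squared distances of members from their cluster mean summed to 573.2 for the paper's clusters, against 462.1 to 462.9 for the new runs. The paper's clusters are thus less tight on these values, so the index against them does not measure only how firmly the values set the groups. In the best matching of clusters for the first seed, 62.3% of probe sets fall in the matching cluster. The 3 smallest clusters of strong decline (4, 6 and 8) fall into 1 cluster of 37 probe sets in that run. Cluster 12, with 542 probe sets, is divided, and its largest part holds 199. Run on all 1884 called probe sets instead, the index against the paper's clusters has a median of 0.488. On simulated, well separated groups with known membership the same code gave an index of at least 0.990. This checks the code and is no yardstick for the indices above.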

Each data point represents the average expression (log_2 _ratio) value at different time points (0.25-4d, 5-8d and 9-14d).

**Figure 2:**
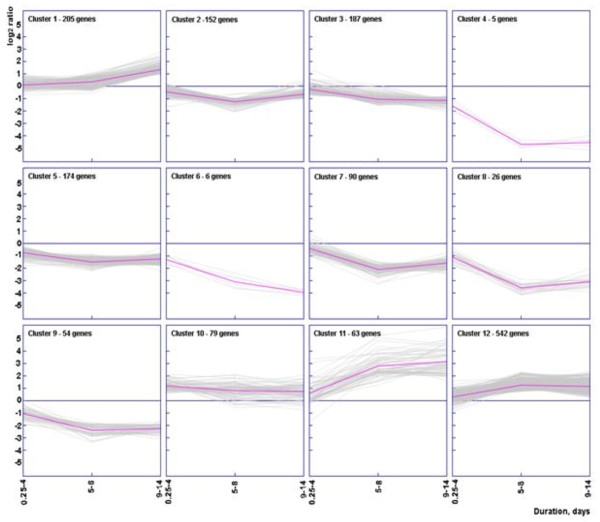
**Results from *K*-means cluster analysis**. Genes were divided into 12 clusters using a *K*-means cluster analysis algorithm, which distinguishes sets of genes with similar expression profiles with respect to time. Relative expression levels (log_2 _ratio) for each gene and the average expression values (magenta line) are shown at different time points (0.25-4d, 5-8d and 9-14d) compared to control conditions.

Clusters 1, 10, 11 and 12 contained up-regulated genes. 

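The members of clusters 1, 10, 11 and 12 number 205, 79, 63 and 542 in Additional file 1. At 9-14d, all 205 probe sets of cluster 1, all 63 of cluster 11 and all 542 of cluster 12 lie above the controls, and 71 of the 79 in cluster 10 do. At 5-8d, 158 of cluster 1 are above the controls, against 72 of cluster 10. No member of the 4 clusters is called down-regulated in any comparison. The rest of each cluster consists of members whose change stayed under the thresholds: 349 of cluster 12 are called at 9-14d and 478 at 5-8d.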

Cluster 10 had 79 genes with an early (0.25-4d) and sustained response (5-8d) of 2-fold change (log_2_1), decreasing slightly at the last time point (9-14d). 

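The mean log2 change of the 79 probe sets in cluster 10 was 1.20 at 0.25-4d (SD over probe sets 0.36), 0.81 at 5-8d (SD 0.56) and 0.71 at 9-14d (SD 0.55). As fold changes these means are 2.29, 1.75 and 1.64. The early change is called for 57 of the 79, while 33 are called at 5-8d and 26 at 9-14d. Only 8 are called at all 3 durations, and 29 are called at 0.25-4d alone. Compared directly, 24 members differ between 0.25-4d and 5-8d at an adjusted p below 0.05 from limma, and 0 differ between 5-8d and 9-14d. Taken as a median, the cluster stands at 1.12, 0.83 and 0.73 at the 3 durations.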

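Trim63 is represented by probe set 10872770 on chromosome 5, 153059573 to 153073921, the F-box gene (Fbxo32 in the table, Fbox32 in the paper) by probe set 10903896 on chromosome 7, 94909568 to 94942444, and Foxo1 by probe set 10815317 on chromosome 2, 141127031 to 141204743. The authors' deposited table gives Foxo1 log2 changes of 1.62, 0.24 and -0.15 at 0.25-4d, 5-8d and 9-14d, with adjusted p of 0.000314, 0.644 and 0.698 from limma. The fall of Foxo1 from 0.25-4d to 5-8d, recovered from that table, was -1.38 (SE 0.27, adjusted p = 0.00045). For Trim63 the same difference was 0.30 (SE 0.35), and for the F-box gene 0.16 (SE 0.15), with adjusted p of 0.608 and 0.512. From 5-8d to 9-14d, Trim63 dropped by 0.67 and Fbox32 by 0.28, with standard errors of 0.40 and 0.17, and neither difference passed (adjusted p = 0.487 and 0.492). The within-group SD was 0.61 for Trim63, 0.26 for Fbox32 and 0.48 for Foxo1.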

Atrogenes (muscle ring-finger 1/tripartite motif-containing 63 (*Murf1/Trim63*) and F-box protein 32/atrogin-1 (*Fbox32/atrogin-1*)) and their regulator, forkhead box O1 (*Foxo1)*, were in this cluster. 

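In cluster 12 the mean log2 change of the 542 probe sets was 0.28 at 0.25-4d, 1.25 at 5-8d (SD over probe sets 0.28) and 1.13 at 9-14d (SD 0.36), which are fold changes of 1.21, 2.37 and 2.19. Calls number 5, 478 and 349 at the 3 durations. Of the 542, 280 are called at both later durations only, 193 at 5-8d only and 64 at 9-14d only. From 5-8d to 9-14d, 192 rose and 350 fell, by -0.12 on average, and 2 of these differences have an adjusted p below 0.05 from limma. From 0.25-4d to 5-8d, 468 differ.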

Cluster 12 had by far the largest number of genes (542) with a maintained up-regulation around 2-fold (log_2_1) from 5 to 14 days. These genes are involved in proteolysis (ubiquitin-proteasome, calpain and autophagy-lysosome systems), apoptosis, DNA repair, protein synthesis, endoplasmic reticulum-associated degradation (ERAD), antioxidant and oxidative stress response genes, amino acid regulation and chaperone activity. Cluster 11 had 63 genes up-regulated from 5 to 14 days, but unlike cluster 12, they were highly expressed with an average 8-fold change (log_2_3). These genes belong to muscle development, cell cycle arrest, metallothioneins and autophagy-lysosome system. 

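The 63 probe sets of cluster 11 had a mean log2 change of 0.61 at 0.25-4d (SD over probe sets 0.79), 2.77 at 5-8d (SD 0.85) and 3.09 at 9-14d (SD 0.93). These means are fold changes of 1.52, 6.80 and 8.49. All 63 are called at both 5-8d and 9-14d, and 12 are called at 0.25-4d too. The largest rises of any probe set with a symbol at the later durations are in this cluster, and a pair of them is given here. The authors' deposited table gives the lysosomal glycoprotein Gpnmb log2 changes of 1.96, 5.04 and 4.47 at the 3 durations and the endplate receptor subunit Chrna1 0.05, 4.00 and 4.81. At 9-14d the 95% interval recovered from that table was 3.30 to 5.65 for Gpnmb and 3.83 to 5.80 for Chrna1. With K-means run again on all called probe sets, the matched cluster has a mean of 2.31 at 9-14d, the largest move of any setting for this cluster.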

Cluster 1 contained 205 genes which were only up-regulated at the longest duration (9-14d), i.e., genes mainly involved in immune response and apoptosis.

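For the 205 probe sets of cluster 1 the mean log2 change was 0.11 at 0.25-4d, 0.34 at 5-8d (SD over probe sets 0.35) and 1.35 at 9-14d (SD 0.34). All 205 are called at 9-14d, 1 is also called at 5-8d and 0 at 0.25-4d. All 205 are higher at 9-14d than at 5-8d, by 1.01 on average. The median standard error of a member's change was 0.29 at 9-14d, and single differences between the later durations are harder to establish: 25 of the 205 have an adjusted p below 0.05 from limma. Membership selects probe sets that stand high at 9-14d and low before, which by itself favours a positive difference.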

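Clusters 2 to 9 hold 152, 187, 5, 174, 6, 90, 26 and 54 of the probe sets in Additional file 1. At 5-8d all members of clusters 2 and 4 to 9 lie below the controls, and 186 of the 187 in cluster 3. At 9-14d 144 of 152 members of cluster 2 lie below, and all members of the other 7 clusters. Between 5-8d and 9-14d the mean log2 change rose in clusters 2, 4, 5, 7, 8 and 9, by 0.58, 0.16, 0.21, 0.47, 0.51 and 0.11, and fell by 0.13 in cluster 3 and 0.87 in cluster 6.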

The remaining clusters represented different expression patterns of down-regulated genes during the time course. 

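Of the 5 probe sets in cluster 4, 3 are called down-regulated at 0.25-4d, 5 at 5-8d and 5 at 9-14d. In cluster 5 (174 probe sets) the numbers are 26, 168 and 140, in cluster 6 (6 probe sets) 1, 4 and 6, in cluster 8 (26 probe sets) 3, 26 and 26, and in cluster 9 (54 probe sets) 16, 51 and 53. Mean log2 changes at 0.25-4d were -1.59, -0.76, -1.26, -1.07 and -1.02 in that order of clusters. At 0.25-4d all members of clusters 4, 5, 6 and 8 lie below the controls, and 53 of 54 in cluster 9. Further decline from 0.25-4d to 5-8d passes an adjusted p below 0.05 from limma in 5, 97, 3, 23 and 38 members, and between 5-8d and 9-14d 1 member of cluster 5 differs.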

Clusters 4, 5, 6, 8 and 9 presented an early significant decline in expression response (0.25-4d) that was maintained at the longer durations (from 5 to 14 days). 

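Cluster 6 had mean log2 changes of -1.26, -3.03 and -3.90 at 0.25-4d, 5-8d and 9-14d, and cluster 8 of -1.07, -3.56 and -3.05. As fold changes the means at the later durations are 8.19- and 14.9-fold down in cluster 6, and 11.8- and 8.27-fold down in cluster 8. The contractile genes among them vary widely within groups, whose rats also differ in duration. The within-group SD recovered from the authors' deposited table was 1.65 log2 units for Myh7, 1.82 for Myh2, 1.38 for Myl2 and 1.85 for Myl3, against a median of 0.20 over all probe sets. The median standard error at 0.25-4d was 0.63 in cluster 6 and 0.43 in cluster 8, and 1 and 3 members are called there. With K-means run again both clusters share 1 group with cluster 4.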

Clusters 6 and 8 included 6 and 26 down-regulated genes involved in muscle contraction (the β/slow and the fast IIa myosin heavy chains (*MyHC-beta/Myh7 *and *MyHC-IIa/Myh2) *and myosin light chain 2 and 3 (*MyLC2/Myl2 *and *MyLC3/Myl3*), that were significantly down-regulated between 2- and 3-fold (log_2_ (-1) and log_2_ (-1.5)) at 0.25-4d, continued to declined more than 8-fold (log_2_ (-3)) from 5 to 14 days. 

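In cluster 5 the mean log2 change was -0.76 at 0.25-4d (SD over probe sets 0.27), -1.46 at 5-8d (SD 0.24) and -1.25 at 9-14d (SD 0.25). In cluster 9 it was -1.02 (SD 0.40), -2.34 (SD 0.39) and -2.23 (SD 0.30). The fold changes of these means are 1.69, 2.74 and 2.37 down in cluster 5 and 2.03, 5.05 and 4.68 down in cluster 9. All 3 comparisons call 20 members of cluster 5 and 16 of cluster 9. At both later durations only, 115 and 34 are called.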

Clusters 5 and 9 included 174 and 54 genes respectively, well represented by growth factors, control of cell cycle and regulation of proliferation and differentiation with a 2-fold down-regulation at 0.25-4d (log_2_ (-1)) and a moderate decline (between 2 and 4-fold change) at intermediate and long durations (5-14d). 

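The 5 probe sets of cluster 4 are those of Ky, Zmynd17, Ostn, Aqp4 and Lgi2, with mean log2 changes of -1.59, -4.64 and -4.48 at 0.25-4d, 5-8d and 9-14d. The authors' deposited table gives Aqp4, a water channel of the fast-fibre membrane, log2 changes of -1.59, -4.63 and -5.07, the secreted muscle factor Ostn -1.03, -4.83 and -4.29, Zmynd17 -1.92, -4.53 and -4.79 and Lgi2 -1.53, -4.29 and -4.33. The intervals recovered from that table at 5-8d were -5.85 to -3.40 for Aqp4, -6.44 to -3.22 for Ostn, -5.70 to -3.36 for Zmynd17 and -5.32 to -3.25 for Lgi2. Ostn (probe set 10755008, chromosome 11, 75428600 to 75455382) had the widest within-group SD of the cluster, 1.17. None of the 5 differs between 5-8d and 9-14d. When K-means was run again on all called probe sets these 5 joined a group with means of -3.61 and -3.36 at the later durations.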

Five genes were grouped into cluster 4, but they did not share any functional characteristic. Clusters 2, 3 and 7 showed a significant down-regulation of gene expression at the two longest durations (5-14d). 

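The mean log2 change at 0.25-4d was -0.43 in cluster 2, -0.24 in cluster 3 and -0.39 in cluster 7. In cluster 2, 149 of 152 probe sets are called at 5-8d and 0 at 9-14d, where the mean is -0.63 against -1.21 before. All 152 are higher at 9-14d than at 5-8d, and 5 of these differences have an adjusted p below 0.05 from limma. In cluster 3, 114 of 187 are called at 5-8d and 158 at 9-14d, 85 of them at both. In cluster 7, 90 of 90 are called at 5-8d and 84 at 9-14d. At 0.25-4d, 4 members of cluster 2 are called down-regulated and 1 member of cluster 3, Arrdc2, is called up-regulated.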

Cluster 7 included 90 down-regulated genes showing around 4-fold change (log_2_ (-2)), mainly genes involved in developmental processes and genes coding some sarcomeric and extracellular matrix proteins. 

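The 90 probe sets of cluster 7 had mean log2 changes of -2.06 at 5-8d (SD over probe sets 0.34) and -1.60 at 9-14d (SD 0.32), which are 4.18- and 3.02-fold down. Single members ranged from -3.23 to -1.47 at 5-8d. At 9-14d, 76 of the 90 stood higher than at 5-8d, by 0.47 on average over the cluster, and 1 of the differences passes. In K-means run again on all called probe sets, 49 of the 90 join most of cluster 5 in a group with a mean of -1.35 at 9-14d. Run on the probe sets of Additional file 1, 48 of them join all 54 of cluster 9 in a group of 102 with a mean of -2.00 at 9-14d.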

Clusters 2 and 3 included 152 and 187 genes respectively, down-regulated 2-fold, i.e., glycolysis/gluconeogenesis, respiratory chain, tricarboxylic acid (TCA) cycle, extracellular matrix structure, cell adhesion, developmental processes and cytoskeleton/sarcomere genes.

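The means of cluster 2 are fold changes of 2.31 down at 5-8d and 1.55 down at 9-14d. For cluster 3 they are 2.02 and 2.21 down, from mean log2 changes of -1.01 (SD over probe sets 0.27) and -1.14 (SD 0.20). Cluster 2 has 148 of 152 probe sets called at 5-8d only. In cluster 3, 78 members rose and 109 fell from 5-8d to 9-14d, and 4 differ.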

In almost all clusters, there were genes of metabolism, transport, signal transduction and transcription (detailed list of the genes in each cluster with associated functional categories are listed in Additional file 1).

According to *K*-means clustering results, a graphical summary of significant temporal gene expression patterns at the different time points are shown in Figure 3.

**Figure 3:**
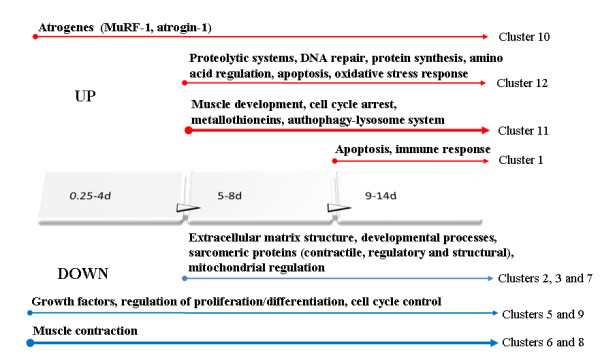
**Graphical summary of significant temporal gene expression patterns according to *K*-means cluster analysis**. Red and blue arrows show up- and down-regulation, respectively. Thin arrows indicate 2- to 4-fold change and thick arrows more than 4-fold change of gene expression.

### Gene functional classification independent of *K*-means clustering

In order to obtain more detailed temporal expression patterns of individual genes belonging to the same functional categories, genes were grouped together according to their function independent of *K*-means clustering.

#### Ubiquitin-proteasome system (UPS)

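The table has 51 probe sets for 47 proteasome subunit symbols, a list fixed by symbol before the data were examined, so that subunits the paper did not list count too. Their median log2 change was 0.38 at 0.25-4d, 0.73 at 5-8d and 0.61 at 9-14d, which at 5-8d is a fold change of 1.66. The shift against all other probe sets with a symbol was tested by limma's camera with its preset inter-gene correlation of 0.01 on the recovered statistics, 57 tests in all. For the proteasome list its adjusted p was 4.7e-10, 5.3e-11 and 3.9e-08 at the 3 durations, up each time. At 5-8d, 48 of the 51 probe sets lie above the controls, 10 are called up-regulated and 35 have an adjusted p below 0.05 and a rise of any size. At 9-14d the numbers are 47, 4 and 33. With p adjusted over the list alone, 39 probe sets pass at 5-8d and 40 at 9-14d. The slight decrease between these durations had a median of -0.19, with 38 of 51 lower at 9-14d and an adjusted p of 0.0434 from camera over 19 lists. An estimated correlation and fry, a test that needs none, could not be run without the signals of single arrays. With a preset correlation of 0.05, chosen after the data were seen, 25 of the 34 family calls held, and the decrease between 5-8d and 9-14d no longer passed (adjusted p = 0.210). Nor did it with cross-hybridising probe sets left out (adjusted p = 0.0522).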

Most Ub-proteasome genes were up-regulated 2-3-fold at 5-8d, followed by a slight decrease at 9-14d. The two muscle-specific E3 ligases, *atrogin-1/Fbox32 *and *Murf1/Trim63 *showed an early (0.25-4d) and sustained (5-14d) 2-3-fold up-regulation.

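The authors' deposited table gives Trim63 log2 changes of 1.48, 1.78 and 1.11 at 0.25-4d, 5-8d and 9-14d, with adjusted p of 0.00721, 0.00166 and 0.0207 from limma. For Fbox32 it gives 0.94, 1.10 and 0.82, with adjusted p of 0.000111, 2.6e-05 and 0.00019. The 95% intervals of the fold changes recovered from that table were 1.77- to 4.42-fold, 1.92- to 6.18-fold and 1.28- to 3.66-fold for Trim63, and 1.58- to 2.33-fold, 1.67- to 2.73-fold and 1.41- to 2.2-fold for Fbox32. Trim63 is called in all 3 comparisons. Fbox32 is called at 5-8d, and its changes of 1.92- and 1.76-fold at 0.25-4d and 9-14d stay under the fold change minimum. Lowering the adjusted p threshold to 0.01 loses the call of Trim63 at 9-14d. Without a fold change minimum Fbox32 is called at every duration.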

#### Autophagy-lysosome system

The lysosomal proteases, cathepsins (*Ctsl1, Ctss *and *Lgmn*) were up-regulated at different time points. 

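The table has 18 probe sets for 17 cathepsin symbols. At 0.25-4d, 5-8d and 9-14d, 1, 1 and 2 of them are called up-regulated and 0 down-regulated, and 2, 2 and 9 have an adjusted p below 0.05 with a rise of any size. Median log2 changes were 0.11, 0.02 and 0.31, with camera adjusted p of 0.00934, 0.641 and 0.00967. With a preset correlation of 0.05 the shifts at 0.25-4d and 9-14d no longer pass (adjusted p = 0.0527 for each). From 5-8d to 9-14d the list rose by a median of 0.12 (camera adjusted p = 0.000346), with 11 of 18 probe sets higher. Of the 18, 2, 4 and 9 pass when adjusted over the list alone at the 3 durations. Legumain, whose symbol is Lgmn, is not counted among the 17.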

*Ctsl1 *showed an early up-regulation (0.25-4d) and increased to more than 10-fold from 5 to 14 days while legumain (*Lgmn*) and *Ctss *showed a later and lower (2-3-fold) expression response. 

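The authors' deposited table gives Ctsl1 (probe set 10793458, chromosome 17, 6288002 to 6294174) log2 changes of 1.70, 3.46 and 3.37 at 0.25-4d, 5-8d and 9-14d, Lgmn 0.52, 1.26 and 1.60 and Ctss 0.65, -0.14 and 1.50. The adjusted p from limma in that table are 9.3e-05, 1.9e-08 and 4.1e-10 for Ctsl1, 0.102, 0.000124 and 6.5e-07 for Lgmn and 0.235, 0.828 and 0.000752 for Ctss. Ctsl1 rose from 0.25-4d to 5-8d by 1.76 (SE 0.26, adjusted p = 1.2e-05) and then changed by -0.09 (SE 0.30). Its 95% interval at 5-8d runs from 7.11- to 17.0-fold. Lgmn rose from 0.25-4d to 5-8d by 0.73 (SE 0.19, adjusted p = 0.00606), and its interval was 1.73- to 3.29-fold at 5-8d and 2.27- to 4.05-fold at 9-14d. Ctss stood at the level of the controls at 5-8d, with an interval in log2 units of -0.88 to 0.61, and was 1.64 higher at 9-14d (SE 0.35, adjusted p = 0.0372). At an adjusted p below 0.01 this difference is lost.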

The microtubule-associated protein 1 light chain 3 beta (*Map1lc3b*), playing an essential role for formation of authophagosomes, was up-regulated 2-3-fold during the whole course of the intervention. 

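Map1lc3b has a pair of probe sets in the table. For 10792602, on chromosome 16, 75796566 to 75797235 and listed in Additional file 2, the authors' deposited table gives log2 changes of 1.05, 1.46 and 1.23 at 0.25-4d, 5-8d and 9-14d, with adjusted p of 0.0012, 3.9e-05 and 6.4e-05 from limma. Its 95% intervals, recovered from that table, were 1.58- to 2.69-fold, 1.96- to 3.84-fold and 1.73- to 3.18-fold. The differences between durations were 0.41 (SE 0.20) from 0.25-4d to 5-8d and -0.23 (SE 0.23) from there to 9-14d, and neither passes. Probe set 10808440 rose too, by 0.85, 1.00 and 0.88, but stays under the fold change minimum at every duration.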

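The authors' deposited table gives the transcription factor Runx1 (probe set 10753222, chromosome 11, 32623461 to 32725409) log2 changes of 1.02, 3.23 and 3.65 at 0.25-4d, 5-8d and 9-14d, with adjusted p of 0.0837, 1.6e-06 and 1.9e-08 from limma. For the cystatin Cst7 it gives 0.53, 3.34 and 4.87, with adjusted p of 0.433, 6.9e-07 and 1.5e-10. Runx1 was 9.41-fold up at 5-8d (95% interval 5.19- to 17.1-fold) and 12.5-fold at 9-14d (7.33- to 21.5-fold), as recovered from that table. For Cst7 the values are 10.1-fold (5.68- to 18.0-fold) and 29.3-fold (17.4- to 49.3-fold). Of 13 cystatin probe sets, 2 are called up-regulated at 5-8d and 2 at 9-14d, and adjusted over the list alone 6 pass at each. The list has a median log2 change of 0.13 at 5-8d and 0.09 at 9-14d, and its shift does not pass in camera (adjusted p = 0.14 and 0.127).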

Runt related transcription factor 1 (*Runx1*) and cathepsin inhibitors (cystatins (*Cst*)) showed a more than 10-fold up-regulation from 5 to 14 days.

#### Calpain system

Calpains, nonlysosomal calcium-dependent proteases, were regulated from 5 to 14 days. 

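Of the calpains the paper follows, Capn2 and Capn3 moved between 0.25-4d and 5-8d. Capn2 rose by 0.98 (SE 0.18, adjusted p = 0.000147 from the recovered limma statistics) and Capn3 changed by -1.98 (SE 0.28, adjusted p = 5.4e-06). At 0.25-4d none of the 3 calpains is called, and the 95% intervals of Capn2 and Capn3 in log2 units, -0.13 to 0.53 and -0.94 to 0.12, include 0. Their positions are chromosome 13, 98473313 to 98524463 for Capn2 and chromosome 3, 106943220 to 106998274 for Capn3.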

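The authors' deposited table gives Capn1 log2 changes of -0.29, -0.33 and 0.04 at 0.25-4d, 5-8d and 9-14d, with adjusted p of 0.323, 0.207 and 0.868 from limma. At 5-8d and 9-14d the same table gives Capn2 1.18 and 0.98 (adjusted p = 9.7e-05 and 0.000177) and Capn3 -2.39 and -1.16 (adjusted p = 3.8e-06 and 0.00317). Standard errors at these durations, recovered from the table, were 0.19 and 0.17 for Capn1, 0.21 and 0.19 for Capn2 and 0.33 and 0.30 for Capn3. Capn2 at 9-14d was 1.98-fold up (95% interval 1.52- to 2.58-fold), just under the minimum. Capn3 was 5.25-fold down at 5-8d and 2.24-fold down at 9-14d, and the difference of 1.23 between them (SE 0.32) has an adjusted p of 0.0732.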

Calpain 1 (*Capn1*) did not change significantly, however, calpain 2 (*Capn2*) was up-regulated ~2-fold while the muscle-specific isoform, calpain 3 (*Capn3*), was down-regulated (5-14d).

#### Endoplasmic reticulum-associated degradation (ERAD)

ER degradation enhancer, mannosidase alpha-like 1 and 2 (*Edem1, Edem2*), ER lipid raft associated 1 (*Erlin1*), UBX domain protein 4 (*Ubx4*) and Der1-like domain family member 2 were up-regulated ~2-fold from 5 to 14 days.

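At 5-8d and 9-14d the authors' deposited table gives log2 changes of 1.08 and 1.23 for Edem1, 1.10 and 0.91 for Edem2, 1.13 and 0.78 for Erlin1, 1.46 and 1.28 for the probe set the table names Ubxn4, and 1.10 and 0.80 for Derl2. The adjusted p from limma at 5-8d are 0.000188, 7.3e-05, 0.000547, 0.00041 and 1.5e-05 in the same order. All 5 are called at 5-8d, 2 of them (Edem1 and Ubxn4) at 9-14d, and Edem1 at 0.25-4d too. The other three stay under the fold change minimum at 9-14d, at 1.88-fold for Edem2, 1.72-fold for Erlin1 and 1.74-fold for Derl2. From 0.25-4d to 5-8d the recovered differences were 1.06 (SE 0.16) for Edem2 and 0.96 (SE 0.14) for Derl2, against 0.08 (SE 0.17) for Edem1. Not one of the 5 differs between 5-8d and 9-14d.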

#### Sarcomeric proteins

These were down-regulated mainly from 5 to 14 days with the exception of the up-regulation of myosin binding protein H (*Mybph*). 

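Of 50 probe sets for 48 sarcomeric symbols fixed before the data were examined, 0, 14 and 16 are called down-regulated at 0.25-4d, 5-8d and 9-14d, and 2 up-regulated at 9-14d. The median log2 change was -0.24 at 0.25-4d, -0.83 at 5-8d and -0.60 at 9-14d, with camera adjusted p of 0.000983, 1.8e-08 and 7.4e-07, down at each duration. When adjusted over the list alone, 1, 27 and 36 probe sets pass. Between 5-8d and 9-14d the list does not shift (median 0.03, camera adjusted p = 0.251). Mybph is an exception in direction. The authors' deposited table gives it log2 changes of 0.15, 0.91 and 1.59, with adjusted p of 0.877, 0.0935 and 0.00111 from limma. Its within-group SD recovered from that table was 0.59, and its 95% interval was 1.07- to 3.32-fold at 5-8d and 1.8- to 5.02-fold at 9-14d. It is called at 9-14d only.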

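The authors' deposited table gives log2 changes at 0.25-4d of -0.97 for Myh7, -1.29 for Myh2, -1.04 for Myl2 and -1.32 for Myl3, with adjusted p of 0.649, 0.551, 0.52 and 0.55 from limma. These are fold changes of 1.96, 2.45, 2.05 and 2.5 down. The standard errors recovered from that table were 0.87, 0.96, 0.73 and 0.97 log2 units, and all 4 of the 95% intervals include 0. Over all probe sets the median standard error at 0.25-4d is 0.11.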

Genes coding the β/slow and the fast IIa MyHC isoforms (*Myh7 and Myh2*) and regulatory (*Myl2*) and essential (*Myl3*) myosin light chains showed a 2-3-fold down-regulation from 6 h to 4 days, but did not pass the cut-off adjusted *p*-value <0.05. From 5 to 14 days, *Myh7*, *Myh2*, *Myl2 *and *Myl3 *were dramatically down-regulated, i.e., 5-, 11-, 10-, and 6-fold (5-8d) and 13-, 8-, 13- and 17-fold (9-14d), respectively. 

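The authors' deposited table gives log2 changes at 5-8d and 9-14d of -2.38 and -3.73 for Myh7, -3.44 and -2.98 for Myh2, -3.31 and -3.70 for Myl2 and -2.65 and -4.09 for Myl3. Its adjusted p from limma are 0.119 and 0.00481, 0.0367 and 0.0361, 0.00846 and 0.00111 and 0.12 and 0.00561. At 5-8d, Myh2 and Myl2 are called, while Myh7 and Myl3 do not pass the adjusted p, and at 9-14d all 4 are called. The 95% intervals of the fold changes are wide. Recovered from that table, they run from 3.21- to 54.9-fold for Myh7, 1.65- to 37.7-fold for Myh2, 3.95- to 42.7-fold for Myl2 and 3.48- to 83.7-fold for Myl3 at 9-14d. Differences between 5-8d and 9-14d were -1.36 (SE 1.07), 0.46 (SE 1.18), -0.39 (SE 0.89) and -1.44 (SE 1.19), none of which passes. With the threshold lowered to 0.01, Myh2 is not called at either duration.

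**Figure D2:**
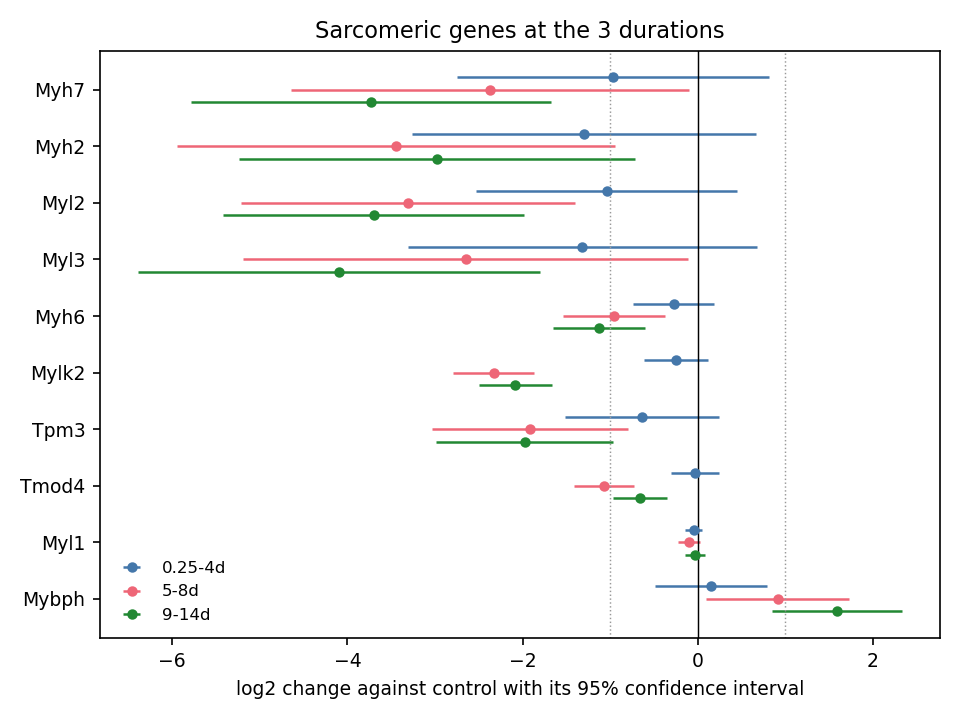
Log2 change against the controls (x axis) of the sarcomeric genes named in the text (y axis) at 0.25-4d, 5-8d and 9-14d, with 95% confidence intervals as bars and dotted lines at a 2-fold change. Myh7, Myh2, Myl2 and Myl3 have the longest bars, and Myl1 stays at 0.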

Other sarcomeric proteins such as the contractile proteins alpha cardiac myosin heavy chain 6 (*Myh6*), myosin light chain kinase 2 (*Mylk2*) and myosin light chain 1 (*Myl1*), the actin associated regulatory proteins tropomyosin (*Tpm3*) and tropomodulin (*Tmod4*) and structural sarcomeric proteins, such as LIM domain, actinin, myomesin and myozenin, were also down-regulated from 5 to 14 days.

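At 5-8d and 9-14d the authors' deposited table gives log2 changes of -0.95 and -1.13 for Myh6, -2.33 and -2.08 for Mylk2, -1.92 and -1.98 for Tpm3, -1.07 and -0.66 for Tmod4 and -0.10 and -0.03 for Myl1. The adjusted p from limma are 0.0131 and 0.0012 for Myh6, 4.0e-08 and 6.5e-09 for Mylk2, 0.00961 and 0.00272 for Tpm3, 2.6e-05 and 0.00139 for Tmod4 and 0.235 and 0.647 for Myl1. Mylk2 and Tpm3 are called at both durations, Myh6 at 9-14d and Tmod4 at 5-8d. Myl1 is called at neither, and its 95% interval recovered from that table allows at most a 1.17-fold fall at 5-8d and 1.11-fold at 9-14d. Tpm3 has another probe set, 10797726, with log2 changes of -0.45 and 0.23 and no call. Among all 50 sarcomeric probe sets, 43 lie below the controls at 5-8d and 40 at 9-14d.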

#### Extracellular matrix

Most extracellular matrix genes such as members of collagen family, laminins (*Lamb2, Lama2*), fibulins and microfibrillar associated proteins (*Mfap4, Mfap3l, Mfap5*) among other proteins were down-regulated from 5 to 14 days.

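Of 39 collagen probe sets, 6 are called down-regulated at 5-8d and 4 at 9-14d, and 1 is called up-regulated at each. Of 25 probe sets of laminins, fibulins and microfibrillar proteins, 8 and 4 are called down-regulated and 2 and 2 up-regulated. Adjusted over the list alone, 16 and 14 collagens and 18 and 14 of the others pass. Below the controls lie 32 and 37 collagens, and 18 and 20 of the others. Median log2 changes at 5-8d and 9-14d were -0.22 and -0.31 for the collagens (camera adjusted p = 0.00106 and 0.000717) and -0.51 and -0.32 for the others (adjusted p = 0.000717 and 0.0176). With a preset correlation of 0.05 the shift of the latter at 9-14d has an adjusted p of 0.0970. The authors' deposited table gives log2 changes at these durations of -1.17 and -1.03 for Lamb2, -1.08 and -0.79 for Lama2, -3.23 and -1.00 for Mfap4, -1.08 and -0.69 for Mfap3l and -2.14 and -1.36 for Mfap5. Their standard errors recovered from that table were 0.15 and 0.14, 0.24 and 0.22, 0.55 and 0.50, 0.20 and 0.18 and 0.38 and 0.34. All 5 are called at 5-8d, and Lamb2 and Mfap5 at 9-14d. A further probe set of Lama2, 10702092, had -0.41 and -0.58 and is not called at either. Centring each comparison on its median loses the call of Lamb2 at 9-14d.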

#### Protein synthesis

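Of 70 probe sets for 61 symbols of translation initiation and elongation factors, 9 are called up-regulated at 5-8d and 5 at 9-14d, and 36 and 33 have an adjusted p below 0.05 with a rise of any size. Their median log2 change was 0.10 at 0.25-4d, 0.30 at 5-8d and 0.25 at 9-14d, with camera adjusted p of 0.000329, 4.6e-10 and 2.9e-06. Of 365 probe sets for 167 cytosolic ribosomal protein symbols, 33 are called up-regulated at 5-8d and 62 at 9-14d, while 325 and 345 pass the adjusted p alone. If adjusted over the list alone, 346 and 355 ribosomal probe sets pass, and 44 and 39 of the factors. The ribosomal median was 0.04 at 0.25-4d, 0.64 at 5-8d and 0.78 at 9-14d, and camera gave adjusted p of 0.000664, 1.1e-82 and 3.2e-97. As a fold change the ribosomal median is 1.56 at 5-8d and 1.71 at 9-14d. The array's annotation marks 33 of these probe sets as unique, and the other 332 can hybridise to other transcripts, so single ribosomal genes are uncertain. Unique probe sets had a median of 0.60 at 9-14d and the others 0.79. With cross-hybridising probe sets left out, the ribosomal shift at 0.25-4d is lost (adjusted p = 0.596).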

Eukaryotic translation initiation and elongation factors were up-regulated 2-3-fold from 5 to 14 days as most ribosomal proteins. 

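The authors' deposited table gives Eif4ebp1 (probe set 10792163, chromosome 16, 69110522 to 69123895) log2 changes of 1.45, 1.59 and 0.81 at 0.25-4d, 5-8d and 9-14d, with adjusted p of 9.7e-05, 5.0e-05 and 0.00965 from limma. The standard errors, recovered from that table, were 0.21, 0.26 and 0.24. At 9-14d the gene was 1.75-fold up (95% interval 1.25- to 2.46-fold), which passes the adjusted p and not the fold change minimum. The change from 5-8d to 9-14d was -0.78 (SE 0.25, adjusted p = 0.16), and from 0.25-4d to 9-14d it was -0.64 (SE 0.19, adjusted p = 0.012). Without a fold change minimum Eif4ebp1 is called at all 3 durations.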

The protein synthesis repressor, eukaryotic translation initiation factor 4E binding protein 1 (*Eif4ebp1*) was up-regulated from 6h to 8 days and followed by a dramatic decline from 9 to 14 days.

#### Oxidative stress response

There was a global activation of antioxidant and chemoprotective genes during the course of the ICU intervention. 

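Of the 8 antioxidant and chemoprotective genes that the paper names here, 5 are called up-regulated at 0.25-4d, 7 at 5-8d and 8 at 9-14d, and 0 are called down-regulated. They are Hmox1, Aox1, Xdh, Nqo1, Blvrb, Aldh3a2, Mt2A and Mt1a in the table's symbols. With an adjusted p below 0.01, Aox1 is no longer called at 0.25-4d, nor Nqo1 at 5-8d.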

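The authors' deposited table gives log2 changes at 0.25-4d, 5-8d and 9-14d of 1.58, 1.77 and 2.10 for Hmox1, 1.27, 1.91 and 1.63 for Aox1 and 1.33, 0.48 and 1.16 for Xdh, then 0.16, 1.25 and 1.58 for Nqo1, 0.36, 1.38 and 1.79 for Blvrb and 0.33, 1.08 and 1.09 for Aldh3a2. The adjusted p from limma are 1.9e-05, 6.0e-06 and 3.7e-08 for Hmox1, 0.0128, 0.000361 and 0.000482 for Aox1, 0.000751, 0.239 and 0.000965 for Xdh and 0.855, 0.0118 and 0.00052 for Nqo1. Xdh is not called at 5-8d, where its fold change of 1.4 has a 95% interval of 0.928- to 2.1-fold, recovered from that table. It fell from 0.25-4d to 5-8d by 0.85 (SE 0.25, adjusted p = 0.0123). The rises from 0.25-4d to 5-8d of Nqo1, Blvrb and Aldh3a2 were 1.09 (SE 0.31), 1.02 (SE 0.23) and 0.75 (SE 0.14), each with an adjusted p below 0.05. Of 24 glutathione S-transferase probe sets, 5 are called up-regulated and 2 down-regulated at 5-8d, and 7 and 1 at 9-14d. Among them 11 and 16 pass adjusted over the list alone. The list as a whole does not shift (median 0.29 and 0.30, camera adjusted p = 0.465 and 0.139), though with cross-hybridising probe sets left out it does at 9-14d (adjusted p = 0.0173).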

Heme oxygenase 1 (*Hmox*), aldehyde oxidase 1 (*Aox1*), beta polypeptide xanthine dehydrogenase (*Xdh*) were up-regulated early (6h-4d) and sustained (5-14d) while NAD(P)H dehydrogenase quinone 1 (*Nqo1*), biliverdin reductase B (*Blvre*), aldehyde dehydrogenase 3 family member A2 (*Alh3a2*) and several enzymes of the glutathione *S*-transferase (GST) family were up-regulated from 5 to 14 days. The metallothioneins 2a and 1 (*Mt2a *and *Mt1) *were up-regulated more than 8-fold at 0.25-4d, reaching more than 15-fold up-regulation at 9-14d group.

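The authors' deposited table gives Mt2A (probe set 10827989, which also matches RGD1562885) log2 changes of 3.31, 3.75 and 3.96 at 0.25-4d, 5-8d and 9-14d, and Mt1a (probe set 10809392, chromosome 19, 11261631 to 11262647) 3.00, 3.74 and 4.12. Adjusted p from limma are 5.1e-11, 6.2e-10 and 9.1e-12 and 6.2e-06, 4.0e-07 and 5.2e-09. They are the largest rises of any symbol at 0.25-4d. The 95% intervals recovered from that table were 7.27- to 13.5-fold for Mt2A and 4.91- to 13.0-fold for Mt1a at 0.25-4d, and 10.9- to 22.3-fold and 9.88- to 30.4-fold at 9-14d. From 0.25-4d to 9-14d the log2 change rose by 0.66 (SE 0.20, adjusted p = 0.0138) and 1.11 (SE 0.32, adjusted p = 0.00856). Another probe set of each gene gives the same calls.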

#### Cellular cycle regulators

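The authors' deposited table gives log2 changes at 0.25-4d, 5-8d and 9-14d of 1.72, 4.09 and 3.91 for Gadd45a, 0.77, 2.16 and 2.75 for Cdkn1a, 0.54, 1.02 and 1.49 for Cdkn2b, 0.10, 1.27 and 1.35 for Mdc1 and 0.23, 1.20 and 1.54 for Mad2l2. For Gse1 it gives 0.54, 1.01 and 1.08, and for the block of proliferation gene, which it names Bop1, 0.53, 1.37 and 1.13. All 7 are called at both 5-8d and 9-14d, and Gadd45a at 0.25-4d as well (adjusted p = 0.0164 from limma). The rise from 0.25-4d to 5-8d, recovered from that table, was 2.37 (SE 0.45, adjusted p = 0.00025) for Gadd45a, 1.39 (SE 0.31, adjusted p = 0.00166) for Cdkn1a and 0.98 (SE 0.14, adjusted p = 7.8e-06) for Mad2l2. For Cdkn2b and Gse1 it does not pass (adjusted p = 0.265 and 0.0641). Gadd45a was 17.0-fold up at 5-8d, with a 95% interval of 8.05- to 35.8-fold. At an adjusted p below 0.01, the calls of Gadd45a at 0.25-4d and Cdkn2b at 5-8d are lost.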

There was a noticeable up-regulation, especially from 5 to 14 days, of genes intervening in growth arrest, i.e., growth arrest and DNA-damage-inducible alpha (*Gadd45a*),mediator of DNA damage checkpoint 1 (*Mdc1*), MAD2 mitotic arrest deficient-like 2 (yeast) (*Mad2l2*), block of proliferation 1 (*Bod1*), genetic suppressor element 1 (*Gse1*) and the growth inhibitors, cyclin-dependent kinase inhibitor 2b, p15 (*Cdknb2*) and cyclin-dependent kinase inhibitor 1a, p21 (*Cdkna1*).

The myelocytomatosis oncogene (*Myc*), stimulating muscle growth-related genes and apoptosis, was up-regulated 4-fold at all durations (0.25-14d).

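The authors' deposited table gives Myc (probe set 10896814, chromosome 7, 98953142 to 98958060) log2 changes of 1.87, 1.98 and 2.01 at 0.25-4d, 5-8d and 9-14d, with adjusted p of 0.000595, 0.000397 and 7.6e-05 from limma. Standard errors recovered from that table were 0.31, 0.39 and 0.36. Between the durations Myc changed by 0.11 (SE 0.34) and 0.03 (SE 0.38), which is within the error.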

#### Apoptosis

A late up-regulation was observed in the caspase cascade at 9-14d, i.e., caspase-4 (*Casp4*) was up-regulated 2.5-fold and caspases 3, 1 and 12 (*Casp3*, *Casp1 *and *Casp12*) did not pass ± 2-fold change cut-off, but its expression was 1.7-fold higher. 

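At 9-14d the authors' deposited table gives log2 changes of 1.35 for Casp4, 0.76 for Casp1 and 0.74 for Casp12, with adjusted p of 0.00416, 0.00816 and 0.0179 from limma. The 95% intervals recovered from that table were 1.54- to 4.2-fold, 1.24- to 2.32-fold and 1.19- to 2.35-fold. Casp4, Casp1 and Casp12 lie next to each other on chromosome 8, between 2027408 and 2110511. Of the 10 caspase probe sets in the table, 1 is called up-regulated at 9-14d and 6 have an adjusted p below 0.05 with a rise of any size, and adjusted over the list alone 7 pass. The list's median was 0.20 at 5-8d and 0.50 at 9-14d, with camera adjusted p of 0.256 and 0.0113. From 5-8d to 9-14d the list rose by a median of 0.27 (camera adjusted p = 0.00951), while the single rise of Casp4, 1.13 (SE 0.38), does not pass (adjusted p = 0.17).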

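The authors' deposited table gives log2 changes at 5-8d and 9-14d of 1.44 and 1.22 for Pdcd6, 1.13 and 1.12 for Siva1, 1.08 and 0.64 for Bid, 2.43 and 1.88 for Cidea and 1.45 and 1.43 for Aatf. Its adjusted p from limma at 9-14d are 1.2e-06, 3.9e-07, 0.032, 0.00233 and 6.2e-05. All 5 are called at 5-8d and all but Bid at 9-14d, where Bid was 1.55-fold up (95% interval 1.12- to 2.15-fold, recovered from that table). The rises from 0.25-4d to 5-8d were 1.11 (SE 0.15), 1.23 (SE 0.13), 0.61 (SE 0.22), 1.68 (SE 0.44) and 0.85 (SE 0.24), each with an adjusted p below 0.05. Cidea varied most within groups, with a within-group SD of 0.76.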

Other pro-apoptotic genes such as programmed cell death 6 (*Pdcd6*), SIVA1 apoptosis-inducing factor (*Siva1*), BH3 interacting domain death agonist (*Bid*), cell death-inducing DFFA-like effector a (*Cidea*) and apoptosis antagonizing transcription factor (*Aatf*) increased their expression from 5 to 14 days. In parallel with the activation of apoptosis, the apoptotic repressor, nucleolar protein 3 (*Nol3*) and the anti-apoptotic gene B-cell leukemia/lymphoma 2 related protein A1d (*Bcl2a1d*) were up-regulated 2-fold at the longest duration (9-14d).

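The authors' deposited table gives Nol3 log2 changes of 0.39, 1.21 and 0.65 at 0.25-4d, 5-8d and 9-14d, with adjusted p of 0.37, 0.00122 and 0.0374 from limma. For Bcl2a1d, whose probe set also matches Mthfs, it gives 0.03, -0.02 and 1.04, with adjusted p of 0.973, 0.977 and 0.00641. Nol3 is called at 5-8d, at 2.32-fold, and not at 9-14d, at 1.57-fold (95% interval recovered from that table 1.11- to 2.23-fold). Its change from 5-8d to 9-14d was -0.56 (SE 0.26, adjusted p = 0.349). Bcl2a1d is called at 9-14d only, 2.05-fold up (1.36- to 3.09-fold), and rose from 5-8d by 1.05 (SE 0.31, adjusted p = 0.112).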

#### Heat shock proteins/chaperones

Heat shock proteins *Hsp90aa1*, *Hspb8*, cyclophilin A (*Ppia*), and some members of DnaJ (*Hsp40*) family were up-regulated 2-3-fold from 5 to 14 days. 

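The authors' deposited table gives log2 changes at 5-8d and 9-14d of 1.62 and 1.56 for Hsp90aa1, 1.29 and 1.28 for Hspb8 and 1.35 and 1.52 for Ppia, with adjusted p of 0.000195 and 6.8e-05, 0.000219 and 5.0e-05 and 7.5e-06 and 1.1e-07 from limma. Standard errors at 5-8d, recovered from that table, were 0.30, 0.24 and 0.19. At 0.25-4d the 95% intervals of all 3 genes include 0. Another 4 probe sets of Ppia, a gene with many near-identical copies, give the same calls. Of 48 DnaJ probe sets, 2 are called up-regulated at 5-8d and 1 at 9-14d, and 10 and 8 have an adjusted p below 0.05 with a rise of any size, against 5 and 7 with a fall. Adjusted over the list alone, 15 pass at each duration. The DnaJ median was 0.15 at 5-8d and 0.03 at 9-14d (camera adjusted p = 0.113 and 0.826).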

Heat shock 105kDa/110kDa protein (*Hsph1*) and translocase of outer mitochondrial membrane 34 (*Tomm34*) increased 2-fold after 9 days. However, the muscle atrophy protective heat shock protein, alpha-crystallin-related B6 (*Hspb6*) and other chaperones were down-regulated from 5 to 14 days.

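The authors' deposited table gives Hsph1 log2 changes of -0.18, 0.80 and 1.07 at 0.25-4d, 5-8d and 9-14d, and Tomm34 0.20, 0.86 and 1.17. Adjusted p from limma are 0.688, 0.00765 and 0.000155 for Hsph1 and 0.599, 0.00258 and 2.1e-05 for Tomm34. Both had risen by 5-8d with an adjusted p below 0.05 and a fold change under 2, namely 1.75 (95% interval 1.27- to 2.39-fold) and 1.82 (1.35- to 2.45-fold), as recovered from that table. The further rise to 9-14d was 0.26 (SE 0.21) for Hsph1 and 0.31 (SE 0.20) for Tomm34, and neither passes.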

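The authors' deposited table gives Hspb6 (probe set 10706009, chromosome 1, 85598766 to 85601214) log2 changes of -0.19, -1.47 and -1.30 at 0.25-4d, 5-8d and 9-14d, with adjusted p of 0.618, 3.9e-06 and 2.7e-06 from limma. As fold changes the falls at the later durations were 2.77 (95% interval recovered from that table 2.08- to 3.68-fold) and 2.47 (1.9- to 3.19-fold). Between 0.25-4d and 5-8d the change was -1.28 (SE 0.17, adjusted p = 2.7e-06).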

#### Muscle development

Myogenin (*Myog*) was up-regulated 2-fold at 0.25-4 days, followed by a 13-fold increase (5-14d) and the myogenic factors, *Myf5 *and *Myf6*, were up-regulated 3-4-fold from 5 to 14 days. 

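The authors' deposited table gives Myog (probe set 10764092, chromosome 13, 47243712 to 47246301) log2 changes of 1.01, 3.68 and 3.71 at 0.25-4d, 5-8d and 9-14d, with adjusted p of 0.187, 5.8e-06 and 5.7e-07 from limma. For Myf5 it gives -0.06, 1.52 and 2.15 and for Myf6 0.83, 1.45 and 1.58, with adjusted p of 1.3e-05 and 5.0e-09 and 0.00258 and 0.000306 at the later durations. The 2.01-fold rise of Myog at 0.25-4d does not pass, and its 95% interval recovered from that table was 1.13- to 3.59-fold. From 0.25-4d to 5-8d Myog rose by 2.67 (SE 0.44, adjusted p = 5.1e-05) and Myf5 by 1.58 (SE 0.19, adjusted p = 6.3e-07). The rise of Myf6, 0.62 (SE 0.30), does not pass (adjusted p = 0.154). Myf5 and Myf6 lie side by side on chromosome 7, between 46190314 and 46201867.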

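The authors' deposited table gives the helix-loop-helix gene Id2 (probe set 10889379, chromosome 6, 42769872 to 42785314) log2 changes of 0.23, 0.28 and 1.12 at 0.25-4d, 5-8d and 9-14d, with adjusted p of 0.509, 0.353 and 2.7e-05 from limma. Recovered from that table, its rise from 5-8d to 9-14d was 0.85 (SE 0.20, adjusted p = 0.0491). Besides Ctss and Cyfip2 it is the only one of 127 named genes that differs between these durations.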

The inhibitor of DNA binding 2 (*Id2*) was up-regulated 2-fold at the longest duration. 

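The authors' deposited table gives the receptor kinase Musk (probe set 10869213, chromosome 5, 76273430 to 76391496) log2 changes of 1.11, 2.44 and 3.22 at 0.25-4d, 5-8d and 9-14d, with adjusted p of 0.0193, 6.5e-06 and 6.5e-09 from limma. The 95% intervals of the fold changes, recovered from that table, were 1.46- to 3.18-fold, 3.31- to 8.88-fold and 5.96- to 14.5-fold. The step from 0.25-4d to 5-8d was 1.33 (SE 0.30, adjusted p = 0.00142), and the step from 5-8d to 9-14d was 0.78 (SE 0.33, adjusted p = 0.30). At an adjusted p below 0.01 the call at 0.25-4d is lost.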

The skeletal muscle receptor tyrosine kinase (*Musk*) was gradually up-regulated during the time course of the ICU intervention reaching 2.2-, 5.4- and 9.3-fold increase at short, intermediate and long durations, respectively.

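The authors' deposited table gives the deacetylase gene Hdac4 (probe set 10929874, chromosome 9, 91147442 to 91356899) log2 changes of 1.29, 1.52 and 1.46 at 0.25-4d, 5-8d and 9-14d, with adjusted p of 0.00166, 0.000391 and 0.000139 from limma. As fold changes these are 2.44, 2.86 and 2.75, with 95% intervals recovered from that table of 1.74- to 3.42-fold, 1.86- to 4.4-fold and 1.87- to 4.06-fold. Differences between the durations, 0.23 (SE 0.26) and -0.06 (SE 0.29), lie within the error.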

Histone deacetylase 4 (*Hdac4*) that represses the muscle transcription factor myocyte enhancer factor 2 (*Mef2*), being a contributor of muscle dysfunction [25], increased around 3-fold at the 3 time points (0.25-14d).

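The authors' deposited table gives log2 changes at 5-8d and 9-14d of -2.15 and -2.16 for Fgf1, -1.77 and -1.46 for Fgf2, -1.13 and -1.07 for Fgf6, -0.90 and -1.01 for the supervillin gene Svil and -1.29 and -0.92 for the junctophilin gene Jph1. Standard errors recovered from that table were 0.37 and 0.33, 0.42 and 0.38, 0.21 and 0.19, 0.22 and 0.20 and 0.19 and 0.17. The growth factor genes are called at both durations, Jph1 at 5-8d only and Svil at 9-14d only. At the duration without a call, Svil was 1.86-fold down (adjusted p = 0.00264 from limma in the authors' deposited table) and Jph1 1.9-fold down (adjusted p = 0.000108). Fgf6 had an adjusted p of 0.0473 at 0.25-4d already, at 1.5-fold down. The probe set of Fgf2 also carries the symbol Nudt6, and another probe set of the pair, 10822929, has log2 changes of -0.47 and -0.22 and no call. After each comparison is centred on its median, Fgf6 and Svil are not called at 9-14d.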

Some genes implicated in muscle development and growth also showed a significant down-regulation, such as fibroblast growth factors 1, 2 and 6 (*Fgf1*, *Fgf2*, *Fgf6*), supervillin (*Svil*) invoved in myosin II assembly and focal adhesion and junctophilin (*Jph1*) were all down-regulated at the intermediate and longest durations (5-14d). 

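The authors' deposited table gives the membrane repair gene Trim72 (probe set 10711260) log2 changes of -0.63, -1.58 and -1.13 at 0.25-4d, 5-8d and 9-14d, and the cofactor gene Vgll2 (probe set 10830128) 0.02, -0.84 and -1.45. The adjusted p from limma are 0.435, 0.0157 and 0.0443 and 0.977, 0.00502 and 2.1e-06. Recovered from that table, the 95% intervals at 9-14d were 1.18- to 4.09-fold for Trim72 and 2.06- to 3.62-fold for Vgll2. Vgll2 at 5-8d passes the adjusted p and not the fold change minimum, at 1.79-fold down (1.31- to 2.45-fold). Trim72 loses its call at 9-14d under 3 settings, an adjusted p below 0.01, adjustment over the 3 comparisons together and centring, and at 5-8d under the first.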

Tripartife motif-containing 72 (*Trim7*2), a muscle-specific protein that plays a central role in cell membrane repair, and vestigial like 2 (Drosophila) (*Vgll2*), a cofactor of *Mef2 *and *Tef1 *required for skeletal muscle differentiation, were down-regulated from 5 to 14 days. Kyphoscoliosis peptidase (*Ky*), a cytoskeleton-associated protease essential for normal muscle growth, maturation and stabilization of neuromuscular junction and required for a hypertrophic response in muscle [26], was down-regulated 4-fold (0.25-4d), 30-fold (5-8d) and 15-fold (9-14d).

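The authors' deposited table gives Ky (probe set 10912567, chromosome 8, 107471602 to 107508961) log2 changes of -1.90, -4.91 and -3.89 at 0.25-4d, 5-8d and 9-14d, with adjusted p of 0.0016, 2.1e-08 and 1.7e-08 from limma. It is the largest fall of any probe set with a symbol at 5-8d. Its 95% intervals recovered from that table were 2.28- to 6.13-fold, 16.0- to 56.5-fold and 8.4- to 26.3-fold. The change from 5-8d to 9-14d, 1.02 (SE 0.43), does not pass (adjusted p = 0.29).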

Embigin homolog mouse (*Emb*) was recently identified as a nerve terminal sprouting factor at the neuromuscular junction that is up-regulated in denervated muscle [27]. Under ICU intervention, *Emb *was strongly up-regulated from 5 to 14 days (36- and 59-fold change at 5-8d and 9-14d, respectively.

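The authors' deposited table gives Emb (probe set 10813152, chromosome 2, 49098741 to 49155221) log2 changes of 1.01, 5.15 and 5.87 at 0.25-4d, 5-8d and 9-14d, with adjusted p of 0.291, 6.0e-07 and 4.6e-09 from limma. No other probe set with a symbol rose as much at either later duration. The 95% intervals of the fold changes were 14.7- to 85.5-fold at 5-8d and 26.4- to 130-fold at 9-14d, recovered from that table with a within-group SD of 0.92. At 0.25-4d Emb was 2.01-fold up without passing. The rise from 0.25-4d to 5-8d was 4.14 (SE 0.53, adjusted p = 1.1e-06), and that from 5-8d to 9-14d was 0.72 (SE 0.60).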

The muscle specific caveolin-3 (*Cav3*) was significantly down-regulated 4.8-fold from 5 to 14 days.

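The authors' deposited table gives Cav3 (probe set 10857663, chromosome 4, 148294428 to 148310380) log2 changes of -0.66, -2.25 and -2.27 at 0.25-4d, 5-8d and 9-14d, with adjusted p of 0.162, 7.8e-06 and 8.1e-07 from limma. The standard errors recovered from that table were 0.25, 0.32 and 0.29. From 0.25-4d to 5-8d Cav3 changed by -1.59 (SE 0.28, adjusted p = 9.4e-05), and from 5-8d to 9-14d by -0.02 (SE 0.31).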

#### Immune response

Many genes from this group, such as chemokines, antigens, immunoglobulins, complement components, and interferons, were primarily up-regulated at 9-14d.

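The lists of immune genes, fixed before the data were examined, hold 48 probe sets of chemokines and their receptors, 19 of complement components, 40 of MHC (RT1) antigens and 41 of interferon-induced genes. At 9-14d, 8, 5, 7 and 10 of these are called up-regulated, against 1, 1, 1 and 0 at 5-8d. Called down-regulated at 9-14d are 1 chemokine probe set and 1 of the interferon-induced genes. Median log2 changes at 9-14d were 0.09, 0.53, 0.53 and 0.62, with camera adjusted p of 0.265, 0.00967, 0.000313 and 0.0034. Adjusted over the list alone, 11, 9, 25 and 22 pass at 9-14d. From 5-8d to 9-14d the medians rose by 0.13, 0.76, 0.31 and 0.72 (camera adjusted p = 0.000346, 2.5e-09, 6.0e-07 and 8.9e-11 over 19 lists). These shifts are of whole lists. Singly, 0, 0, 3 and 2 of the probe sets differ between the durations when p is adjusted over all probe sets. With p adjusted over each list alone, 3, 11, 10 and 17 differ. At a preset correlation of 0.05, the shifts at 9-14d of the complement components and of the interferon-induced genes do not pass (adjusted p = 0.0536 and 0.0580).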

#### Metabolism

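Of 110 probe sets of oxidative phosphorylation, 106 lie below the controls at 5-8d and 106 at 9-14d, and 24 and 11 are called down-regulated. Their median log2 change was -0.20 at 0.25-4d, -0.68 at 5-8d and -0.59 at 9-14d, with camera adjusted p of 4.7e-11, 1.8e-23 and 7.0e-15. For 20 probe sets of the citric acid cycle the median was -0.24 at 0.25-4d, -1.03 at 5-8d and -0.90 at 9-14d (adjusted p = 0.000308, 1.5e-11 and 1.9e-07), and 12 and 6 are called at the later durations. The 64 probe sets of glycolysis and gluconeogenesis include many of copies that share a symbol. Their median was -0.02 at 0.25-4d, -0.07 at 5-8d and -0.16 at 9-14d (adjusted p = 0.155, 1.1e-05 and 8.8e-08). Of these 64, 0 are called at 0.25-4d, and 10 are called down-regulated at 5-8d and 10 at 9-14d. Adjusted over the list alone, 88 and 84 of the oxidative phosphorylation probe sets pass at 5-8d and 9-14d, 17 and 18 of the citric acid cycle and 18 and 52 of glycolysis. The decline of the citric acid cycle and of oxidative phosphorylation lessened from 5-8d to 9-14d, by a median of 0.15 (camera adjusted p = 0.0016) and 0.14 (adjusted p = 5.0e-05). For glycolysis that difference has a median of -0.07 but a mean of 0.01, and it does not pass (adjusted p = 0.079), though it does in a test on ranks (adjusted p = 0.0215). The 33 probe sets of aminoacyl-tRNA synthetases and amino acid synthesis rose by medians of 0.37 and 0.29 at the later durations (adjusted p = 0.00375 and 0.00142), of which 1 is called up- and 1 down-regulated at each. Adjusted over the list alone, 22 and 17 of these pass. With a preset correlation of 0.05 the shift at 5-8d does not pass (adjusted p = 0.0527). Lipid, steroid and aldehyde metabolism were not tested as lists.

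**Figure D3:**
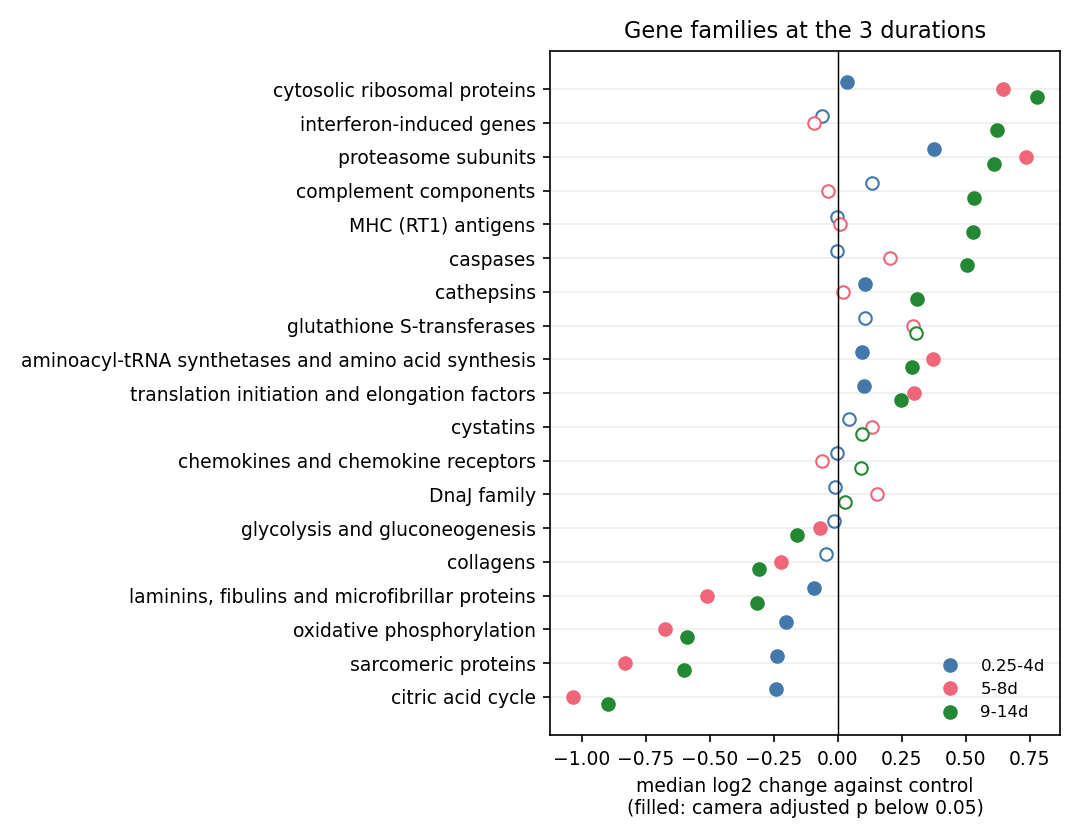
Median log2 change against the controls (x axis) of the 19 gene families (y axis) at 0.25-4d, 5-8d and 9-14d, with filled points where camera's adjusted p is below 0.05. Families of the citric acid cycle and of sarcomeric proteins lie farthest to the left at 5-8d, and ribosomal and proteasome families to the right.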

Carbohydrates, lipids, fatty acids, aldehydes and steroids metabolic genes and genes participating in glycolysis, gluconeogenesis and mitochondria regulation (oxidative phosphorylation, citric acid cycle) were down-regulated from 5 to 14 days, while amino-acid metabolism was up-regulated during the same time period.

Complete information (fold change, adjusted *p*-values) and functional classification of genes previously mentioned and other differentially expressed genes involved in transport, cytoskeleton structure and regulation, mRNA processing, cell adhesion and genes that regulate growth, proliferation, differentiation, transcription and signalling are listed in Additional file 2.

#### Signalling pathways

List of differentially regulated genes with their corresponding fold change and adjusted *p*-value at early (0.25-4d), intermediate (5-8d) and long (9-14d) durations are shown in Table 1. The large majority of these genes were significantly switched on from 5 to 14 days.

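Of the 37 genes of Table 1, 2 are called up-regulated and 3 down-regulated at 0.25-4d, 15 and 11 at 5-8d, and 20 and 12 at 9-14d. Foxo1, which the table lists too, is counted with the atrogenes and is called at 0.25-4d only. All 114 fold changes printed in Table 1 equal those of the authors' deposited table within rounding. Of the 37, Cyfip2 alone differs between 5-8d and 9-14d at an adjusted p below 0.05 from the recovered limma statistics. At an adjusted p below 0.01, Map3k14 loses its calls at 5-8d and 9-14d.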

**Table 1:** List of differentially expressed genes at least in one time point involved in signalling pathways.

Gene Name	Gene Symbol	FC (0.25-4d)	adj.-*p*	FC (5-8d)	adj.-*p*	FC (9-14d)	adj.-*p*
		**IGF1-AKT-FOXO signalling**					
v-akt murine thymoma viral oncogene homolog 3 (protein kinase B, gamma)	Akt3	1.1	7.7E-01	1.6	1.2E-02	2.5	2.9E-06
insulin-like growth factor 1 receptor	Igf1r	1.2	1.2E-01	2.0	2.6E-06	1.8	4.5E-06
insulin-like growth factor 2 mRNA binding protein 2	Igf2bp2	1.1	8.1E-01	2.2	4.8E-05	1.6	2.5E-03
forkhead box O1	Foxo1	3.1	3.1E-04	1.2	6.4E-01	-1.1	7.0E-01
insulin-like growth factor binding protein 6	Igfbp6	-1.2	7.0E-01	-4.6	1.2E-04	-2.5	4.8E-03
insulin receptor substrate 1	Irs1	-1.9	2.9E-02	-4.2	8.4E-06	-3.9	2.4E-06
		**NF-*k*B signalling**					
ectodysplasin A2 receptor	Eda2r	1.5	6.5E-01	4.7	8.5E-03	4.4	4.1E-03
nuclear factor of kappa light polypeptide gene enhancer in B-cells inhibitor, epsilon	Nfkbie	1.1	8.8E-01	2.1	6.2E-02	3.5	6.8E-04
mitogen-activated protein kinase kinase kinase 14	Map3k14	1.7	4.3E-01	3.5	3.0E-02	3.3	1.7E-02
nuclear factor of kappa light polypeptide gene enhancer in B-cells 2, p49/p100	Nfkb2	1.3	6.5E-01	3.6	5.6E-03	3.1	5.5E-03
lipopolysaccharide-induced TNF factor	Litaf	1.7	4.1E-03	3.5	1.3E-07	3.0	5.2E-08
mitogen-activated protein kinase kinase kinase kinase 4	Map4k4	1.1	8.5E-01	3.5	9.4E-05	2.5	8.2E-04
Tnf receptor-associated factor 2	Traf2	-1.0	1.0E+00	2.8	2.1E-03	2.4	2.4E-03
interleukin-1 receptor-associated kinase 4	Irak4	1.2	2.2E-01	1.6	1.6E-03	2.2	4.0E-07
activating signal cointegrator 1 complex subunit 2	Ascc2	1.4	1.0E-01	2.4	1.2E-04	2.1	2.8E-04
		**TGF-β signalling**					
TGFB-induced factor homeobox 1	Tgif1	2.5	1.7E-03	5.7	1.1E-06	5.4	1.7E-07
follistatin	Fst	1.0	9.5E-01	1.8	5.5E-02	4.1	3.5E-06
latent transforming growth factor beta binding protein 1	Ltbp1	1.2	8.0E-01	4.2	2.7E-03	4.1	9.9E-04
activin A receptor, type IIB	Acvr2b	-1.4	3.7E-02	-1.5	3.7E-03	-2.0	2.3E-06
activin A receptor, type I	Acvr1	-1.6	6.3E-03	-2.1	2.2E-04	-2.3	5.5E-06
myostatin	Mstn	1.8	1.5E-01	-5.6	5.0E-05	-3.7	2.8E-04
		**JAK-STAT signalling**					
signal transducer and activator of transcription 2	Stat2	1.2	5.4E-01	1.8	5.3E-03	2.4	1.5E-05
jun B proto-oncogene	Junb	1.9	1.7E-01	1.7	2.0E-01	2.3	1.9E-02
Janus kinase 2	Jak2	1.4	9.8E-02	1.8	5.1E-03	2.2	6.8E-05
suppressor of cytokine signaling 2	Socs2	-2.6	6.6E-06	-3.5	2.9E-07	-2.1	5.0E-05
cytokine inducible SH2-containing protein	Cish	-3.7	3.9E-02	-6.2	3.6E-03	-4.6	5.2E-03
		**p38 MAPK cascade**					
mitogen-activated protein kinase-activated protein kinase 2	Mapkapk2	-1.2	1.4E-01	-1.9	8.2E-06	-2.2	4.4E-08
mitogen-activated protein kinase kinase 6	Map2k6	-2.4	6.7E-02	-9.4	1.6E-05	-7.0	1.6E-05
dual specificity phosphatase 1	Dusp1	-2.0	1.1E-01	-4.9	3.0E-04	-3.8	5.2E-04
dual specificity phosphatase 10	Dusp10	-3.2	7.5E-05	-1.5	1.3E-01	-1.2	4.0E-01
dual specificity phosphatase 14	Dusp14	-1.3	3.2E-01	-2.2	1.9E-03	-1.7	1.5E-02
dual specificity phosphatase 8	Dusp8	-1.9	2.7E-03	-4.5	7.8E-08	-7.1	5.4E-11
		**p53 signalling**					
tumor protein p53 inducible nuclear protein 1	Tp53inp1	2.6	2.7E-05	4.5	7.7E-08	3.9	1.2E-08
nucleophosmin (nucleolar phosphoprotein B23, numatrin)	Npm1	1.4	2.4E-01	2.5	1.7E-04	2.5	5.5E-05
cytoplasmic FMR1 interacting protein 2	Cyfip2	-1.0	9.9E-01	1.1	8.4E-01	2.1	3.2E-05
Bri3 binding protein	Bri3bp	1.1	6.2E-01	2.1	1.2E-04	2.1	1.6E-05
homeodomain interacting protein kinase 2	Hipk2	1.1	2.6E-01	2.0	8.7E-08	1.7	4.8E-07
tumor protein p53 inducible nuclear protein 2	Trp53inp2	-1.3	3.6E-01	-2.4	1.1E-03	-2.2	1.1E-03

FC = fold change at the three different time points (0.25-4d, 5-8d, 9-14d) with its corresponding adjusted *p*-value.

*IGF1-AKT-FOXO signalling. Igf1r *was up-regulated around 2-fold (5-14d). 

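The authors' deposited table gives Igf1r (probe set 10707889, chromosome 1, 122704974 to 122990007) log2 changes of 0.30, 1.01 and 0.85 at 0.25-4d, 5-8d and 9-14d, with adjusted p of 0.121, 2.6e-06 and 4.4e-06 from limma. The fold changes at the later durations were 2.02 (95% interval recovered from that table 1.67- to 2.45-fold) and 1.8 (1.51- to 2.14-fold), so the call stands at 5-8d only. In the same pathway the table gives Igf2bp2 1.16 and 0.70, Igfbp6 -2.21 and -1.34 and Irs1 -2.06 and -1.95 at 5-8d and 9-14d. Standard errors there were 0.19 and 0.17, 0.40 and 0.36 and 0.30 and 0.27. Irs1 had fallen at 0.25-4d by 1.86-fold, under the minimum, and dropped further by 5-8d (difference -1.16, SE 0.25, adjusted p = 0.0012).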

*Foxo1 *was up-regulated 3-fold only in the early phase (0.25-4d), promoting the up-regulation of atrogenes in this early period. 

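As a fold change Foxo1 stood 3.06-fold up at 0.25-4d (95% interval 2.14- to 4.39-fold), recovered from the authors' deposited table. At 5-8d and 9-14d its 95% intervals in log2 units were -0.42 to 0.90 and -0.75 to 0.44, which include 0 and exclude a 2-fold rise. Over the whole span, from 0.25-4d to 9-14d, Foxo1 changed by -1.77 (SE 0.24, adjusted p = 1.1e-06 from limma). Trim63 changed by -0.37 (SE 0.30) and Fbox32 by -0.12 (SE 0.13) over the same span, and neither passes. From the early rise of Foxo1 the paper reasons that it promotes the rise of the atrogenes in this period.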

*Akt3 *was up-regulated 3.5-fold at the longest duration (9-14d).

*NF-*κ*B signalling*. TNF-α contributes to the muscle loss through activation of the NF*-*κB family. 

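The authors' deposited table gives log2 changes at 5-8d and 9-14d of 1.47 and 1.27 for Traf2, 1.83 and 1.62 for Nfkb2 and 1.09 and 1.80 for Nfkbie. For the activators it gives 2.22 and 2.14 for Eda2r, 0.67 and 1.11 for Irak4, 1.27 and 1.04 for Ascc2, 1.80 and 1.60 for Litaf, 1.81 and 1.30 for Map4k4 and 1.80 and 1.72 for Map3k14. Standard errors recovered from that table at 5-8d ranged from 0.15 for Irak4 to 0.62 for Eda2r. All 9 genes are called at 9-14d. At 5-8d Irak4 stays under the fold change minimum at 1.59-fold, and Nfkbie, 2.12-fold up, does not pass the adjusted p (0.062 from limma in the authors' deposited table). Litaf had an adjusted p of 0.00408 at 0.25-4d already, at 1.69-fold. From 0.25-4d to 5-8d the differences of Litaf (1.05, SE 0.17), Map4k4 (1.67, SE 0.27) and Traf2 (1.47, SE 0.30) pass, and those of Nfkbie and Map3k14 do not (adjusted p = 0.0708 and 0.193). Another probe set of Map3k14, 10748037, rose by 0.40 and 0.09 and is not called.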

Several genes (*Traf2*, *Nfkb2*, and *Nfkbie*) and positive activators of this pathway *Eda2r*, *Irak4*, *Ascc2*, *Litaf*, *Map4k4*, and *Map3k14*) were up-regulated from 5 to 14 days.

*TGF-β signalling*. 

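The authors' deposited table gives Mstn (probe set 10927805, chromosome 9, 45426831 to 45431658) a log2 change of 0.86 at 0.25-4d, with an adjusted p of 0.153 from limma. The standard error recovered from that table was 0.33 and the 95% interval 1.14- to 2.88-fold. The 0.25-4d group pools rats from 6 hours to 4 days, and the within-group SD of Mstn was 0.62.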

Myostatin (*Mstn*), the negative regulator of muscle growth, was up-regulated 1.8 fold, with an adjusted *p-*value higher than 0.05. However, *Mstn *was significantly down-regulated from 5 to 14 days. 

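At 5-8d and 9-14d the authors' deposited table gives Mstn log2 changes of -2.49 and -1.89, with adjusted p of 5.0e-05 and 0.000279 from limma. As fold changes the falls were 5.62 (95% interval recovered from that table 3.12- to 10.1-fold) and 3.71 (2.18- to 6.31-fold). From 0.25-4d to 5-8d Mstn dropped by 3.35 (SE 0.35, adjusted p = 5.4e-08), a larger difference than its fall against the controls.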

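The authors' deposited table gives Fst (probe set 10821408, chromosome 2, 46542246 to 46550678) log2 changes of 0.05, 0.83 and 2.04 at 0.25-4d, 5-8d and 9-14d, with adjusted p of 0.954, 0.055 and 3.5e-06 from limma. It is called at 9-14d only. Recovered from that table, the 95% intervals were 1.13- to 2.81-fold at 5-8d and 2.72- to 6.21-fold at 9-14d, and the difference between them was 1.20 (SE 0.31, adjusted p = 0.0732).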

The Mstn inhibitor, follistatin (*Fst*) was also up-regulated in that time period (5-14d). The Mstn receptors, *Acvr2b *and *Acvr1 *were down-regulated 2-fold at 9-14d and 5-14d, respectively. 

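The authors' deposited table gives log2 changes of -0.45, -0.62 and -1.02 for Acvr2b and -0.72, -1.04 and -1.21 for Acvr1 at 0.25-4d, 5-8d and 9-14d, with adjusted p of 0.0368, 0.00371 and 2.3e-06 and 0.00634, 0.000221 and 5.5e-06 from limma. Both fell at every duration with an adjusted p below 0.05, and the fold change minimum decides the calls. The fall of Acvr2b at 9-14d was 2.02-fold (95% interval recovered from that table 1.66- to 2.47-fold), and that of Acvr1 2.05-fold at 5-8d (1.55- to 2.71-fold) and 2.31-fold at 9-14d (1.8- to 2.97-fold). Centring each comparison on its median loses the calls of Acvr1 at 5-8d and Acvr2b at 9-14d.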

Other negative regulators of this pathway such as *Tgif1*, a corepressor of *Smad2*, and *Ltbp1 *were up-regulated 4-6-fod from 5 to 14 days.

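The authors' deposited table gives log2 changes at 0.25-4d, 5-8d and 9-14d of 1.34, 2.51 and 2.43 for Tgif1 and 0.29, 2.08 and 2.04 for Ltbp1, with adjusted p of 0.00169, 1.1e-06 and 1.7e-07 and 0.801, 0.00268 and 0.00099 from limma. Tgif1 is called at all 3 durations. Within-group SDs recovered from that table were 0.47 and 0.75, and the rises from 0.25-4d to 5-8d were 1.17 (SE 0.27, adjusted p = 0.00197) and 1.79 (SE 0.43, adjusted p = 0.00287).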

*JAK-STAT signalling*. This signalling pathway was activated as indicated by the ~2-fold up-regulation of *Jak2*, *Stat2 *and *JunB *from 9 to 14 days. 

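The authors' deposited table gives log2 changes at 0.25-4d, 5-8d and 9-14d of 0.52, 0.84 and 1.13 for Jak2, 0.24, 0.84 and 1.27 for Stat2 and 0.90, 0.80 and 1.23 for Junb, with adjusted p of 0.0976, 0.00509 and 6.8e-05, 0.544, 0.0053 and 1.5e-05 and 0.165, 0.20 and 0.0187 from limma. All 3 are called at 9-14d only. Jak2 and Stat2 pass the adjusted p at 5-8d under the fold change minimum, at 1.79- and 1.79-fold. The differences from 5-8d to 9-14d, recovered from that table, were 0.29 (SE 0.21), 0.43 (SE 0.21) and 0.42 (SE 0.43), and none passes. At an adjusted p below 0.01 the call of Junb is lost.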

The suppressors of cytokine signaling, *Cish *and *Socs2*, were down-regulated from 6 h to 14 days.

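The authors' deposited table gives log2 changes at 0.25-4d, 5-8d and 9-14d of -1.88, -2.62 and -2.20 for Cish and -1.38, -1.79 and -1.08 for Socs2, with adjusted p of 0.0387, 0.00358 and 0.00515 and 6.6e-06, 2.9e-07 and 5.0e-05 from limma. Both are called in all 3 comparisons. The within-group SD recovered from that table was 0.98 for Cish, which gives 95% intervals of 1.77- to 7.7-fold at 0.25-4d and 1.98- to 10.7-fold at 9-14d, and 0.31 for Socs2, with 2.06- to 3.26-fold and 1.62- to 2.75-fold. At an adjusted p below 0.01 the call of Cish at 0.25-4d is lost.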

*p38 MAPK cascade*. Several genes of this pathway were down-regulated, generally after 5 days: the p38 MAPK substrate, *Mapkapk2/Mk2*, *Map2k6 *and dual specificity phosphatases (*Dusp*)

*p53 signalling*. 

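For the p53 pathway of Table 1 the authors' deposited table gives log2 changes at 5-8d and 9-14d of 2.18 and 1.97 for Tp53inp1, 1.35 and 1.30 for Npm1, 0.07 and 1.10 for Cyfip2, 1.06 and 1.09 for Bri3bp, 1.00 and 0.76 for Hipk2 and -1.26 and -1.11 for Trp53inp2. Trp53inp2 is called down-regulated at both durations, and the others are up-regulated at 1 or both. Tp53inp1 is called at 0.25-4d too (adjusted p = 2.7e-05 from limma), and rose from there to 5-8d by 0.82 (SE 0.19), as recovered from that table. Hipk2 was 1.69-fold up at 9-14d (95% interval 1.48- to 1.93-fold), under the minimum. Cyfip2 stood at the level of the controls at 5-8d and rose by 1.03 to 9-14d (SE 0.20, adjusted p = 0.0164). Of 4 probe sets of Npm1, 2 stay under the fold change minimum at 9-14d.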

Genes that participate in this apoptosis pathway were mainly up-regulated from 5 to 14 days.

A schematic illustration of the major pathways that control adult skeletal muscle size are displayed in Figure 4, i.e., genes significantly affected by the experimental ICU intervention.

**Figure 4:**
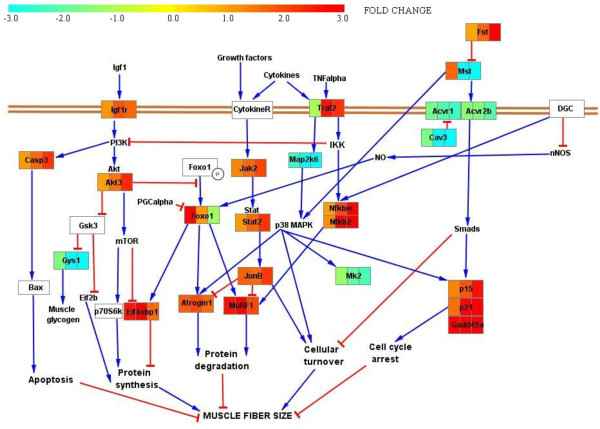
**Schematic illustration of the major pathways that control adult skeletal muscle size**. Significant differentially expressed genes playing important roles in these pathways were mapped according to their expression level at the three time point groups (0.25-4d, 5-8d and 9-14d); turquoise = down-regulated genes, red = up-regulated genes and yellow = unregulated genes. Red lines indicate inhibition and blue lines activation.

### Immunofluorescence cytochemistry results

Apoptotic nuclei were visualized by staining with cleaved caspase-3 antibody and 4´,6-diamidino-2-phenylindole (DAPI). When DAPI and cleaved caspase-3 colocalized, the nucleus was considered apoptotic. To determine whether the apoptotic nuclei were inside or outside the basal lamina of the muscle, a laminin antibody was used. The nuclei inside laminin include both myonuclei and satellite cells. The other nuclei were primarily from endothelial cells, fibroblasts or cells related to the immune system (Figure 5).

**Figure 5:**
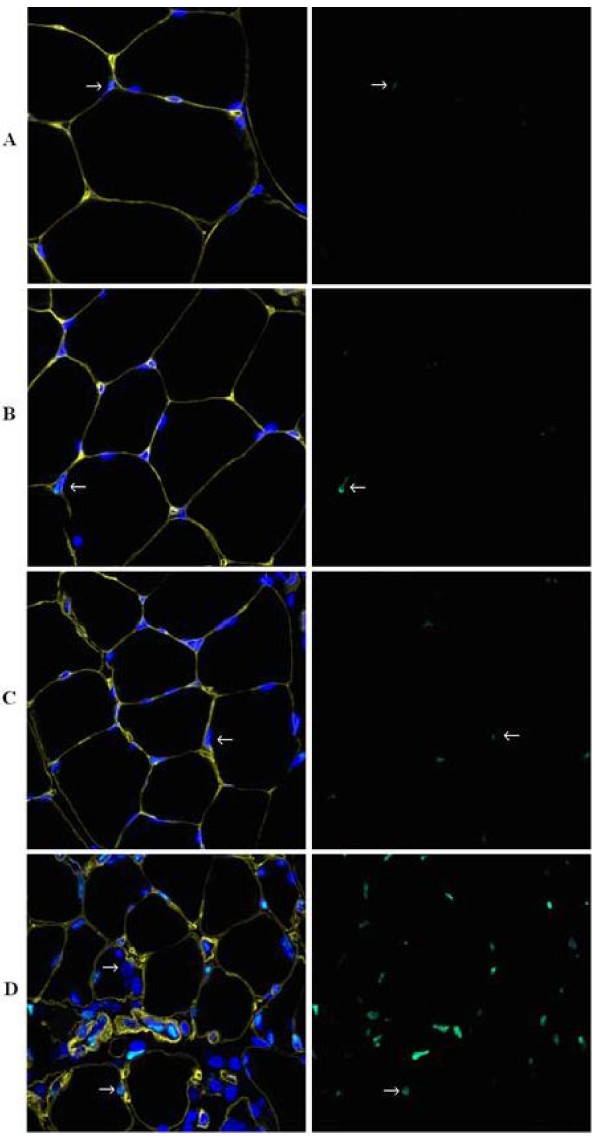
**Immunofluorescence cytochemistry images**. A: control rats, B: 0.25h-4d, C: 5-8d and D: 9-14d. Yellow shows laminin, blue is DAPI and green cleaved caspase-3. Arrows in A and C show apoptotic myonucleus, arrow in B shows apoptotic nucleus outside laminin, arrow in D shows a centralized swelled nucleus that might be an activated satellite cell.

A small number of caspase-3 positive nuclei were observed in the control animals (Figure 5A), but there was a significant increase in apoptotic nuclei in the 9-14d group, including both intramuscular and interstitial cell nuclei (Figure 5D). There was no significant difference between the number of myonuclei per fiber between the different groups of rats, i.e., there was no net loss of nuclei over time. A striking finding was the increased number of enlarged nuclei in response to long-term immobilization and mechanical ventilation.

### Validation of array results with quantitative reverse transcription polymerase chain reaction (qRT-PCR)

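On the arrays, the genes chosen for qRT-PCR differ in how firmly their change is known. The within-group SD recovered from the authors' deposited table was 0.35 log2 units for Map1lc3b and 0.52 for the probe set that the table names Mybpc2, both far under those of the myosin genes. The authors' deposited table gives Mybpc2 (probe set 10721361, chromosome 1, 94979437 to 95002737) log2 changes of -0.09, -0.96 and -2.07 at 0.25-4d, 5-8d and 9-14d, with adjusted p of 0.927, 0.0423 and 1.0e-05 from limma. It was 1.95-fold down at 5-8d (95% interval 1.18- to 3.21-fold), under the minimum, and 4.2-fold down at 9-14d (2.68- to 6.59-fold). Myh2 has probe sets shared with its neighbours on chromosome 10. That shared with Myh1 changed by -0.70 and -0.69 at 5-8d and 9-14d, that shared with Myh4 by -0.57 and -0.54, and that shared with Myh3 by -0.92 and 0.11, and none of them is called.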

In order to confirm array data, several up-regulated (*Murf1/Trim63*, *atrogin-1/Fbox32*, *Mybph*, *Map1lc3b*) and down-regulated (*MyHC-IIa*/*Myh2*, *Mybpc*) genes were selected. In addition, *Capn1 *whose expression levels did not change significantly was picked. 

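Capn1 (probe set 10728093, chromosome 1, 208620284 to 208645007) had 95% intervals in log2 units of -0.58 to 0.01 at 0.25-4d, -0.71 to 0.05 at 5-8d and -0.30 to 0.38 at 9-14d, recovered from the authors' deposited table. All 3 include 0, and all 3 exclude a 2-fold change of the array signal in either direction. From 5-8d to 9-14d Capn1 changed by 0.37 (SE 0.18, adjusted p = 0.372 from limma).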

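Of the genes measured by qRT-PCR, the array calls at 0.25-4d, 5-8d and 9-14d are up, up and up for Trim63 and Map1lc3b, none, up and none for Fbox32, none, none and up for Mybph, none, down and down for Myh2, none, none and down for Mybpc2, and none at any duration for Capn1. The array value behind each pattern carries its own error. At 5-8d, where the group has 4 rats, the standard error of the log2 change recovered from the authors' deposited table ran from 0.17 for Fbox32 to 1.22 for Myh2. The qRT-PCR values are in an additional file of the paper and were not analysed here. There, Capn1 is more than 2-fold above the controls by qRT-PCR at every duration, not marked as significant, unlike on the array. Mybph is listed below the controls by qRT-PCR at 0.25-4d and 5-8d, and above them on the array. From the similar pattern of the array and qRT-PCR fold changes, the paper concludes that the array results hold.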

Similar fold-change pattern were observed between the arrays and qRT-PCR (see Additional file 3), validating microarray results.

## Discussion

All critically ill ICU patients suffer from severe wasting and impaired muscle function, which delay respirator weaning and persist long after hospital discharge; thus, reducing quality of life. The present results demonstrate that the ICU muscle wasting represents unique muscle wasting condition where multiple signalling pathways are activated in a specific temporal pattern. In accordance with our previous observations, we found that most genes were turned on within 5 to 14 days, demonstrating body and muscle weight, muscle fiber size, single fiber contractile properties and contractile protein contents are maintained during the initial four days of the experimental ICU intervention [7].

The present results show: 1) A specific temporal pattern of protein degradation pathways with an early and maintained up-regulation of the atrogenes, followed by an activation of the autophagy-lysosome, calpain and ERAD protein degradation pathways at intermediate and long durations. 2) A dramatic down-regulation of a large number of sarcomeric proteins, including the molecular motor protein myosin, at intermediate and long durations. 3) Activation of protein synthesis, oxidative stress, several heat shock proteins/chaperones, cell cycle arrest and pro-apoptotic genes at intermediate and long durations. 4) Altered expression of genes involved in the regulation of muscle size at intermediate and long durations. 5) Activation of the caspase cascade at the longest duration. 6) Down-regulation of the caveolin-3, suggested to play a critical role in the altered mechanical signalling associated with the ICU intervention.

### Protein degradation

In concordance with many other atrophy models, there was an early (0.25-4d) and maintained (5-8d) 2-fold up-regulation of the muscle-specific E3 ligases, *atrogin-1/Fbox32 *and *Murf1/Trim63*, and a slightly decreased expression at the longest duration (9-14d). *Foxo1*, a member of the Foxo transcription factors, is one of several factors activating *Murf1 *and *atrogin-1*, but the *Foxo1 *activation of atrogenes was restricted to the early phase of the experimental ICU intervention (0.25-4d). NF-κB pathway is also involved in the induction of *Murf1 *[28]. Thus, after the initial Akt/Foxo activation, the up-regulation of the NF-κB pathway from 5 to 14 days is suggested to sustain the activation of *Murf1 *and protein degradation.

The autophagy-lysosome system was strongly up-regulated in response to the ICU intervention. *Cstl1 *was up-regulated more than 10-fold between 5 and 14 days. *Runx1 *and some cystatins (cathepsin inhibitors) were highly up-regulated from 5 to 14 days, presumably to preserve muscle mass from excessive autophagy [28], indicating that the autophagy-lysosome system is playing an important role in this type of muscle wasting especially at durations longer than 5 days, i.e., in accordance with disuse atrophy [29].

The calpain system, which disassembles myofibrillar proteins from the sarcomere to be ubiquitinated and degraded by UPS, was activated from 5 to 14 days. The expression of the muscle-specific isoform *Capn3 *decreased in response to the ICU intervention, i.e., in a similar way as previously reported during denervation and regeneration [30]. *Capn3 *is primarily involved in regulation and sarcomere remodelling [31] and does not contribute to the increased protein degradation.

The up-regulation of genes involved in ERAD represents a novel finding. ERADs target misfolded and unassembled secretory and transmembrane proteins from the endoplasmatic reticulum for degradation by the proteasome to control protein quality and maintain cell homeostasis [32,33].

### Sarcomeric proteins

Sarcomeric protein gene expression was significantly affected by the ICU intervention, contractile and regulatory proteins showed a dramatic down-regulation, primarily from 5 days and onwards. In contrast to other myosin and myosin-associated proteins, *Mybph *was up-regulated 3-fold at 9-14d. We have previously observed an increased *Mybph *expression in ICU patients with AQM during recovery [34]. The function of *Mybph *during atrophy and recovery is still unclear, but it may play an essential role in the organization, maintenance and reassembly of the thick filament.

### Protein synthesis and translation factors

The translational machinery was activated from 5 to 14 days in accordance with our previous observations showing an increased fractional protein synthesis rate at the longer durations in the experimental ICU model [7]. These results were concordant with the dramatic decline from day 9 to 14 of the synthesis repressor *Eif4ebp*; thus, promoting translation and protein synthesis at the latest phase of the intervention. This is in contrast to previous observations of an *Eif4ebp1 *up-regulation in response to hind limb unloading for 14 days in the rat [29] or human fibroblasts under microgravity [35]. Thus, removal of weight bearing alone appears to have a different effect compared with the effect of removal of both weight bearing and the internal strain during muscle contraction (mechanical silencing) associated with the ICU intervention.

### Oxidative stress response

Disuse and immobilization of skeletal muscles induce oxidative stress and reactive oxygen species (ROS) that activate apoptosis and proteolytic pathways [36,37]. In response to the oxidative stress under ICU condition, several antioxidant and chemoprotective genes were up-regulated.

### Apoptosis

From day 5 to 14, several cell cycle regulators, particularly those that promote cell cycle arrest that may lead to apoptosis [38], were up-regulated in response to the ICU intervention, and there was also an increase of several apoptotic genes and genes related to the p53 signalling pathway, as well as a late up-regulation (9-14d) of the caspase cascade. Thus, myonuclear apoptosis, as measured by the presence of cleaved caspase-3, was markedly elevated after 9 days of the ICU intervention, but not at earlier time-point. This is in contrast to observations of an early (12 h) increase in the number of apoptotic myonuclei in response to hind limb suspension 12 h [39]. This may also represent a fundamental difference in the atrophy process in models removing weight bearing alone compared with the complete mechanical silencing in response to the ICU intervention. When comparing the onset of myonuclear apoptosis with the onset of atrophy in the experimental ICU model, it becomes evident that the atrophy precedes apoptosis.

### Heat shock proteins/chaperones

A large number of chaperones that regulate cytoskeletal/sarcomere protein folding, assembly, protein degradation and protection against stress were up-regulated, in contrast to other atrophy models of disuse and denervation [29,40], but concordant with our previous observations in the porcine ICU model [8]. However, in the rat ICU model, up-regulation was significant at later durations (5-14d) than in piglets. This may reflect a developmental difference between the piglets, which were in an extremely fast growth phase, and the young adult rats, which had passed the rapid growth phase. *Hsp90 *binds to *Unc45b *regulating myosin folding and assembly [41]. In addition, both *Hsp90 *and *Hspb8 *are actively involved in chaperone-assisted degradation pathways [42]. The up-regulation of heat shock 105/110kDa protein (*Hsph1*) from 9 to 14 days paralleled the up-regulation of caspase-3 in accordance with the activation of *Hsph1 *by stress conditions such as oxidative stress or endoplasmic reticulum (ER) stress activating caspase-3 mediated apoptosis pathways [43]. *Hspb6 *expression, on the other hand, was down-regulated from 5 to 14 days and it may have a protective role against muscle atrophy [44].

### Skeletal muscle size regulators

Although some genes that promote muscle proliferation and growth such as fibroblast growth factors, *Jph1*, *Svil*, *Vgll2 *and *Ky *were down-regulated, a significant number of genes that stimulate muscle size were up-regulated, such as myogenic factors (*Myog*, *Myf5 *and *Myf6*). Further, the negative regulator of muscle growth, myostatin (*Mstn*), was down-regulated from 5 to 14 days at the same time as its inhibitor, follistatin (*Fst*) was up-regulated and the myostatin receptors (*Acvr2b *and *Acvr1*) were down-regulated. These results are in contrast with observations in other muscle atrophy models where myostatin is typically up-regulated [45-47] in line with the increased muscle mass observed in *Mstn^-/-^*, transgenic mice expressing a truncated form of activin type II receptor or high levels of follistatin and mice treated with a soluble form of activin type II receptor [48-51]. However, a similar down-regulation of myostatin was recently reported in ICU patients [52]. In addition, p38 MAPK and its downstream effector *Mk2 *have been reported to be up-regulated in atrophic condition, e.g., in patients with AQM [15], but they were found down-regulated in our ICU model. Myostatin has been proposed to activate p38 MAPK independently from Smad activation [53], thus indicating a possible mechanism for the inactivation of p38 pathway in this study as well as in critically ill ICU patients.

The muscle specific caveolin-3 (*Cav3*) plays an essential role in sarcolemma repair and mechanotransduction and it was down-regulated around 5-fold in our model. Defects in *Cav3 *are the cause of some neuromuscular diseases such as limb-girdle muscular dystrophy type 1C (LGMD1C) and rippling muscle disease (RMD). It was recently reported that down-regulation of *Cav3 *inhibits the myostatin pathway [54-56]. Thus, *Cav3 *is suggested to play a significant role in the altered intracellular signaling associated with the mechanical silencing in the ICU model and in the down-regulation of myostatin.

In addition, Jun B proto-oncogen (*JunB*), suggested to play a role in both the maintenance and hypertrophy of skeletal muscle mass [51], was up-regulated 2-fold after 9 days. This is different from the atrophy associated with fasting or denervation where *JunB *mRNA has been reported to be down-regulated [57,58]. Interestingly, earlier studies on *JunB *mRNA expression in denervated muscles have shown an up-regulation [59,60].

Taken together, these results indicate a stimulation of genes that regulate muscle development and growth at the longer durations (from 5 to 14 days). This is interpreted to reflect a compensatory mechanism to reduce the excessive down-regulation of sarcomeric proteins and up-regulation of different proteolytic pathways.

## Conclusion

To improve our understanding of the mechanisms underlying the muscle wasting/weakness and partial to complete loss of myosin in limb and trunk muscles in ICU patients with AQM, we conducted a time-resolved (6h to 14 d) gene expression analyses using a novel experimental rat ICU model. Novel temporal gene expression patterns have been uncovered, demonstrating the importance of time-resolved gene expression analyses to improve our understanding of the coordinated/complex mechanisms underlying the muscle wasting associated with the ICU intervention and providing new target genes and avenues for intervention studies.

## Methods

### Animals and tissue collection

A total of five sham operated controls and 23 experimental female Sprague-Dawley rats were included in this study, representing a subsample from a previous study in our laboratory [7]. The experimental rats were anaesthetized, treated with the neuromuscular blocker α-cobrotoxin and mechanically ventilated for durations varying from 6h to 4 days (n = 13), from 5 to 8 days (n = 4), and from 9 to 14 days (n = 6) (see Additional file 4). The experimental model has previously been described in detail [61,62]. Briefly, the following surgery and instrumentation was completed with sterile technique: 1) Precordial silver wire electrocardiogram (ECG) electrodes were implanted subcutaneously. 2) An aortic catheter (28-gauge Teflon) was inserted via the left carotid artery to record arterial blood pressure. 3) A 0.9-mm Renathane catheter was threaded into the left jugular vein to administer parental solutions. 4) Three subcutaneous EEG needle electrodes were placed into the skull above the right and left temporal lobes, and a third reference electrode was placed in the neck region. 5) Temperature was measured by a vaginal thermistor and servo-regulated at 37°C. 6) A silicone cannula was inserted in the urethra to continuously record urine output. The sham-operated control animals underwent the same interventions as the controls, but they were not pharmacologically paralyzed with alpha-cobratoxin. That is, sham operated-controls were anesthetized (isoflurane), spontaneously breathing, given intra-arterial and intra-venous solutions, and sacrificed within two hours after the initial anesthesia and surgery.

During surgery or any possible irritating manipulation, the anesthetic isoflurane level was at >1.5%, which maintained the following states: 1) the electroencephalogram (EEG) was synchronized and dominated by high-voltage slow-wave activity; 2) mean arterial pressure was 100 mmHg, the heart rate, 420 beats/min, and 3) there were no evident EEG, blood pressure or heart rate responses to surgical manipulation. Isoflurane was delivered into the inspiratory gas stream by a precision mass-flow controller. After the initial surgery, Isoflurane was gradually lowered (over 1-2 days) and maintained at <0.5% during the remaining experimental period. Rats were ventilated through a per os coaxial tracheal cannula at 72 breaths/min with an inspiratory and expiratory ratio of 1:2 and a minute volume of 180-200 ml and gas concentrations of 50% O_2_, 47% N_2_, and 3% CO_2_, delivered by a precision volumetric respirator. Intermittent respiratory hyperinflations (6 per hour at 15 cmH_2_O), positive end-expiratory pressure (1.5 cmH_2_O), and expiratory CO_2 _monitoring were continuous. Neuromuscular blockade (NMB) was induced on the first day (100 µg iv. α-cobrotoxin) and maintained by continuous infusion (250 µg/day, iv). Mechanical ventilation was initiated immediately after the NMB induction. Experiments were terminated at durations varying between 6 hours and 14 days. In no case did animals show any signs of infections or septicemia. The Ethical committee at Uppsala University approved all aspects of this study.

Gastrocnemius and plantaris muscles were dissected from the right leg immediately after euthanasia and were quickly frozen in liquid propane cooled by liquid nitrogen. The gastrocnemius muscle was divided into a proximal and distal part prior to freezing. Muscle samples were stored at -80°C for further analyses. The proximal part of the gastrocnemius was used for expression profiling and quantitative RT-PCR studies. The plantaris was used for immunofluorescence cytochemistry.

### Total RNA isolation and quantification

Total RNA was extracted from frozen gastrocnemius muscle (proximal part) tissue (10-30 mg) using a Qiagen RNeasy^® ^Mini Kit (Qiagen, Inc., Valencia, CA). Muscle tissue was homogenized using a rotor homogenizer (Eurostar Digital, IKAWerke). QIAshredder™ columns (Qiagen Inc., Valencia, CA) were used to disrupt DNA. Total RNA was eluted from RNeasy^® ^Mini columns with 30 μl of RNase-free water. RNA-concentrations were then quantified using the fluorescent nucleic acid stain, Ribogreen^® ^(Molecular Probes, Eugene, OR), on either a Chameleon PLC IIs (Hidex, Finland) fluorescence spectrophotometer. The same RNA preparation was used for expression profiling and quantitative RT-PCR.

### Expression profiling

Three micrograms of total RNA from the proximal gastrocnemius muscle samples were extracted and processed to generate biotin-labeled cRNA as previously described [63]. Each sample was then hybridized to Affymetrix Rat Gene 1.0 ST Array. The data discussed in this publication have been deposited in NCBIs Gene Expression Omnibus (GEO; [64]) and are accessible through GEO Series accession number GSE30848.

### Microarray data normalization and analyses

Subsequent analyses of the gene expression data was carried out in the freely available statistical computing language R using packages available from the Bioconductor project [65]. The raw data were normalized using the robust multi-array average [66] background-adjusted, normalized and log-transformed summarized values first suggested by Li and Wong in 2001 [67]. In order to search for the differentially expressed genes between the samples from the different days an empirical Bayes moderated t-test was applied [68], using the 'limma' package. A linear model was fitted to the data, control *vs*. 6 h-4 days, control *vs*. 5-8 days, control *vs*. 9-14 days. To address the problem with multiple testing, the *p*-values were adjusted according to Benjamini and Hochberg [69,70]. Probe sets with a minimum fold change of ± 2 (log_2 _ratio of ± 1) and adjusted *p*-value < 0.05 at least in one time point were included in further analyses. Each differentially expressed gene was flagged by Gene Ontology (GO) classification, including molecular function, biological process and cellular component [71] (a complete gene list is included in Additional file 2). The selected genes were grouped into a number of clusters according to similar expression patters with respect to time using *K*-means clustering analysis with Euclidian distance carried out with Genesis software [72]. Briefly, the *K*-means clustering algorithm initially divides genes into a number of equal sized groups based on a user-defined number (*k*). The centroid of each cluster is calculated as the average of the expression profiles. Each gene is then reassigned to the centroids that best match its expression pattern over time. Group centroids are then recalculated and the process is repeated until cluster composition converge [29,73]. In order to estimate the optimal number of clusters, Figure of Merit (FOM) analysis was done using Genesis software [72] (data not shown). The transcripts contained in each cluster were subjected to improved annotation using DAVID web based functional annotation tool [74]. Some of the functional categories were combined and some categorization was done manually, to improve the interpretative value of the data (see Additional file 1). PathwayExplorer software [75] was used to reconstruct the most relevant signalling pathways.

### Immunofluorescence cytochemistry

10 μm thick cross sections from the plantaris muscle were cut in a cryostat at -23 °C and put onto glass slides. The tissue sections were air dried at room temperature and stored at -80°C, for later analysis. The slides were then stained according to the following protocol: 1) Fixation: 2% PFA 15 min. 2) Washing: PBS 3 × 5 min. 3) Permeabilization: 0.1% Triton X-100. 4) Washing: PBS 5 min. 5) Blocking: 5% normal donkey serum and 3% horse serum 30 min. 6) Primary antibodies for cleaved caspase-3 (rabbit anti-human, Asp1751, Cell signaling, Danvers MA, 1:100), laminin (sheep anti-human, the binding site Birmingham UK, 1:1000) and MHC type I (1:13; mouse anti-rat, kindly provided by L.-E. Thornell, Umeå, University) were applied with a solution containing 5% normal donkey serum, 3% horse serum, 0.1% Triton X-100 and PBS. The sections were incubated at 4°C for 20 h. 7) Washing: PBS 5 × 3 min. 8) Secondary antibodies for cleaved caspase-3 (Alexa flour 488, donkey anti-rabbit, invitrogen Carlsbad CA, 1:1000), laminin (Alexa flour 633, donkey anti-sheep, invitrogen Carlsbad CA, 1:100) and anti MHC type 1 (Alexa flour 546, donkey anti-mouse, invitrogen Carlsbad CA, 1:1600) were applied with the same solution as with the primary antibody. The sections were incubated at 20°C for 60 min. 9) Washing: PBS 6 × 3 min, and 10) the sections were mounted in vectashield mounting medium with 4´,6-diamidino-2-phenylindole (DAPI). Sections were scanned in a Zeiss LSM 510 confocal microscope (Zeiss, Jena, Germany).

### Quantitative RT-PCR

qRT-PCR was used to quantify the mRNA levels for rat *Myh2 *(MyHC-IIa), *Mybpc*, *Mybph*, *atrogin-1/Fbox32*, *Murf1/Trim63*, *Capn1 *and *Map1lc3b *[GenBank:L13606, GenBank:X90475, GenBank:BC061993, GenBank:AY059628, GenBank:AY059627, GenBank:NM_019152 and GenBank:AY206669, respectively].

100 ng of total RNA from proximal gastrocnemius muscle samples were reverse transcribed to cDNA using Qscript cDNA supermix (Quanta Biosciences, USA). cDNA was amplified in triplicate using MyiQ™single color real time PCR detection system (Bio-Rad Laboratories, Inc., Hercules, CA, USA). The thermal cycling conditions include 95°C for 10 minutes, followed by 50 cycles of a two-step PCR with denaturation at 95°C for 15 sec and a combined annealing and extension step at 60°C for 1 min. Each reaction was performed in a 25µl volume with 0.4µM of each primer and 0.2µM probe. When optimising each PCR, the PCR products were run on 2% agarose gels to ensure that primer-dimer formation was not occurring. Taqman primers and probes were designed using the software Primer Express^® ^(Applied Biosystems, Foster City, CA, USA). Primer and probes sequences have been published elsewhere [7,9,76] and were purchased from Thermo Electron (Thermo Electron, Ulm, Germany). All primers and probes were purified by high-performance liquid chromatography. Threshold cycle (Ct) data obtained from running real-time RT-PCR was related to a standard curve to obtain the starting quantity (SQ) of the template cDNA, and the values were normalized against 18S rRNA [GenBank:AF102857].

### Statistics

For qRT-PCR and immunofluorescence cytochemistry, SigmaPlot software (Systat Software, Inc., CA, USA) was used to generate descriptive statistics. One way analysis of variance (ANOVA) was used to compare all groups. When the normality test failed, a one way ANOVA on ranks, i.e., Kruskal-Wallis one way ANOVA, was used. A Tukey's *post-hoc *contrast was performed to determine the means that were different at the significance level of *p *< 0.05; when normality failed, Dunn's *post-hoc *was used. Differences were considered significant at *p *< 0.05.

## Authors' contributions

MLD contributed to the tissue collection, performed RNA extraction, qRT-PCR tests, analyses of expression data, interpretations of results and prepared the manuscript. AMG controlled animals' intervention and collected the tissues. CO carried out the immunofluoresce cytochemistry. HG was responsible for the microarray hybridization, data normalization and statistical analyses. LL conceived the idea of using this approach, supervised the study, extracted the tissues and contributed to the writing of the manuscript. All authors have read and approved the final version of the manuscript.

## Supplementary Material

Additional file 1 ***K*-means clustering analysis**. List of the genes in each cluster and the functional categories associated to each cluster. Click here for file

Additional file 2 **Complete list of differentially expressed genes affected by ICU intervention**. List of 1583 significantly regulated genes at least in one time point with their corresponding fold change and adjusted ***p***-value at short (0.25-4d), intermediate (5-8d) and long (9-14d) duration, their GO classification and functional annotation. Click here for file

Additional file 3 **Results from qRT-PCR analyses**. Validation of microarray data by qRT-PCR. Correlation between fold changes from microarrays and from qRT-PCR. Click here for file

Additional file 4 **List with the time duration for each individual rat**. Click here for file

# Supplementary material for: Muscle wasting and the temporal gene expression pattern in a novel rat intensive care unit model
**Source:** BMC Genomics. 2011 Dec 13;12:602. doi: 10.1186/1471-2164-12-602
**Supplement:** Additional file 3 — Results from qRT-PCR analyses. Validation of microarray data by qRT-PCR. Correlation between fold changes from microarrays and from qRT-PCR.

| Gene name                                           | Gene symbol                    | Gene bank<br>accession number | Method  | FC (0.25-4d) | FC (5-8d)    | FC (9-14d)   |
|-----------------------------------------------------|--------------------------------|-------------------------------|---------|--------------|--------------|--------------|
| muscle ring-finger 1/tripartite motif-containing 63 | <i>Murf1/Trim 63</i>           | AY059627                      | Array   | <b>2.8</b>   | <b>3.4</b>   | <b>2.2</b>   |
|                                                     |                                |                               | qRT-PCR | <b>5.8</b>   | <b>7.3</b>   | <b>6.0</b>   |
| atrogin-1/F-box protein 32                          | <i>Atrogin-1/Fbox32/ Mafbx</i> | AY059628                      | Array   | <b>1.9</b>   | <b>2.1</b>   | <b>1.8</b>   |
|                                                     |                                |                               | qRT-PCR | <b>4.6</b>   | <b>5.4</b>   | <b>4.0</b>   |
| microtubule-associated protein 1 light chain 3      | <i>Map1lc3b</i>                | AY206669                      | Array   | <b>2.1</b>   | <b>2.7</b>   | <b>2.3</b>   |
|                                                     |                                |                               | qRT-PCR | <b>10.0</b>  | <b>14.3</b>  | 8.1          |
| myosin heavy chain 2a                               | <i>Myh2/MyHC-IIa</i>           | L13606                        | Array   | -2.5         | <b>-10.9</b> | <b>-7.9</b>  |
|                                                     |                                |                               | qRT-PCR | -1.52        | <b>-13.5</b> | <b>-12.9</b> |
| myosin binding protein C                            | <i>Mybpc</i>                   | X90475                        | Array   | -1.1         | <b>-1.9</b>  | <b>-4.2</b>  |
|                                                     |                                |                               | qRT-PCR | -1.3         | -1.9         | -3.1         |
| myosin binding protein H                            | <i>Mybph</i>                   | BC061993                      | Array   | 1.1          | 1.9          | <b>3.0</b>   |
|                                                     |                                |                               | qRT-PCR | -1.4         | -1.2         | 1.4          |
| calpain-1                                           | <i>Capn1</i>                   | NM_019152                     | Array   | -1.2         | -1.3         | -1.0         |
|                                                     |                                |                               | qRT-PCR | 4.5          | 4.4          | 2.4          |

FC = fold change at the three different time points (0.25-4d, 5-8d, 9-14d). Values in bold indicate differentially expressed genes after statistical analyses.

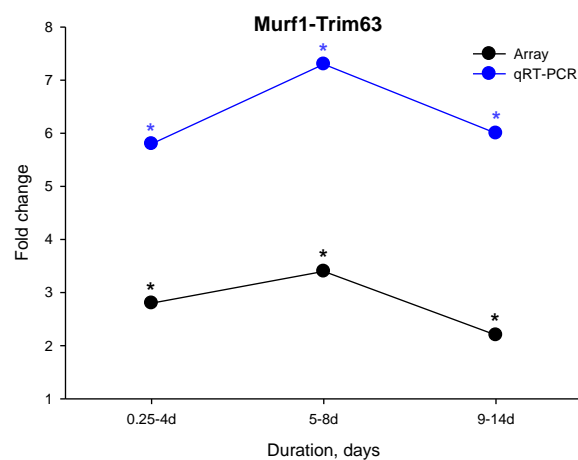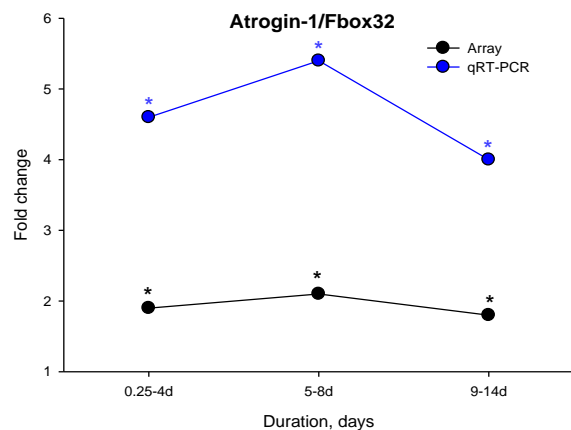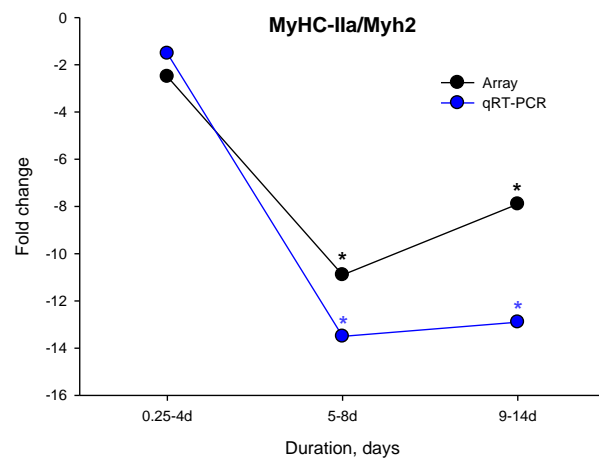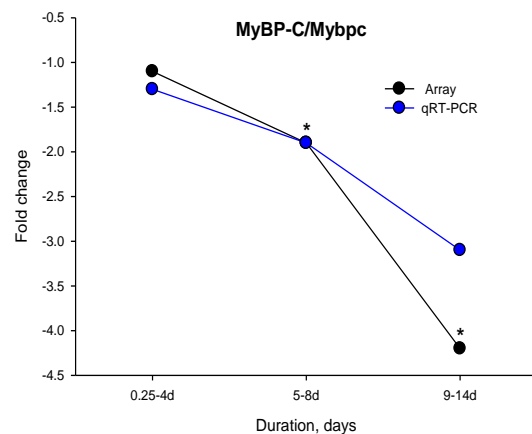

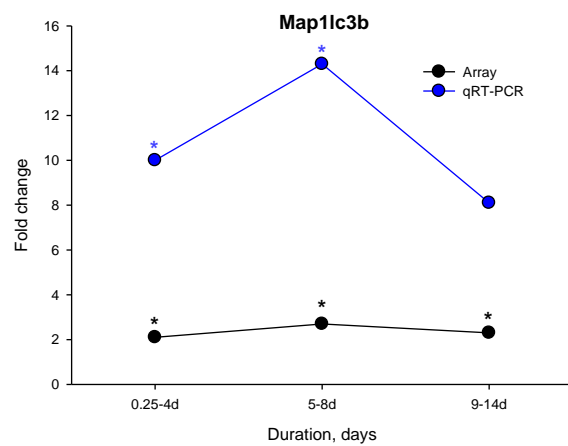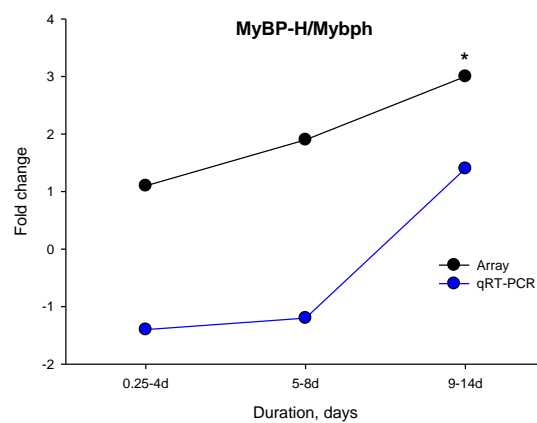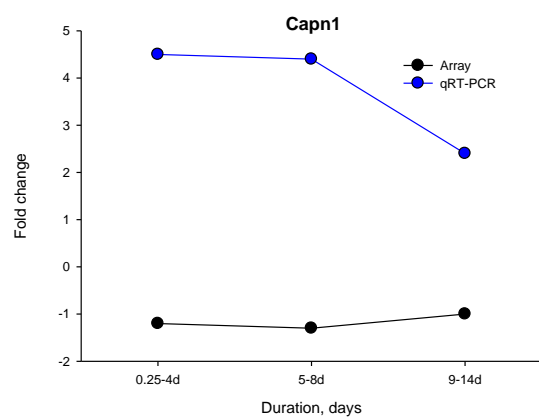

\* Adjusted  $p < 0.05$

\*  $p < 0.05$

How the deposited data were processed for this re-analysis (not part of the article)

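Gene expression was measured in the proximal gastrocnemius of 28 female Sprague-Dawley rats on Affymetrix Rat Gene 1.0 ST arrays. The groups are 5 sham-operated controls, 13 rats at 0.25-4d, 4 rats at 5-8d and 6 rats at 9-14d of mechanical ventilation under neuromuscular blockade. They were taken from the paper and from the group named in each sample's label, and no rat was given an individual duration. The source descriptions of the 5 control samples also mention the blocker and ventilation, in conflict with their titles, their sample type and the paper, which were followed. Every change against the controls rests on that reading.

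According to the paper, the authors summarised and normalised the arrays by RMA, fitted a linear model with 3 comparisons against the controls and took moderated statistics from limma. The authors deposited 1 table for the series, with a log2 fold change and a p-value adjusted by Benjamini-Hochberg for each comparison and 26208 probe sets. Its first line describes the log2 values as a lowess normalised ratio of test to reference, whereas the paper names RMA, and the values were used as deposited. The fold changes that the paper prints in Table 1 equal 2 to the power of these log2 values within rounding. Signals of single arrays were not used here, so no depth or background per array is given, and the precision rests on the number of rats and on the within-group SD.

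The models planned before the data were examined, linear models in limma on the values of all 28 arrays, could not be fitted to a table of comparisons. They were replaced by the statistics that the table itself fixes. Benjamini-Hochberg adjustment was undone to give the unadjusted p-value of each probe set, as far as ties allow. The p-value was turned into a moderated statistic at 1 number of degrees of freedom, which was chosen so that the within-group SD of a probe set comes out alike from its 3 comparisons. That number was 28.26, the sum of 24 residual and 4.26 prior degrees of freedom. Over 2704, 2812 and 7055 probe sets with precise values in a pair of comparisons, the SDs from the pair differed by less than 0.0392%, 0.0394% and 0.0197% for all but 1 in 100. The largest error bound of an SD was 0.163%. Standard errors, 95% confidence intervals and the comparisons of the durations with one another were computed from the SD with the numbers of rats, and adjusted by Benjamini-Hochberg within each comparison. Adjusted p-values computed again from the recovered statistics differed from the authors' deposited ones by at most 0.00567 in log10, and 0 calls changed.

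A probe set was called changed at a fold change of at least 2.0 and an adjusted p below 0.05, as in the paper. Overlaps were counted over probe sets. The overlaps and correlations of comparisons that share the controls were set beside 100 simulated sets of groups that do not differ from the controls. Cluster membership was taken from Additional file 1, and K-means with 12 centres was run again with scikit-learn 1.9.0. Its clusters were matched with the paper's one to one and, after this had left 3 clusters without shared members, also by most shared members. Gene families, 19 lists fixed by symbol before the data were examined, were tested with camera in limma 3.58.1 under R 4.3.3, at the preset inter-gene correlation of 0.01, each against all other probe sets with a symbol. Benjamini-Hochberg adjustment ran over the 57 tests of the 3 comparisons, and separately over the 19 tests of 9-14d against 5-8d. Other calculations used scipy 1.17.1, numpy 2.4.6 and pandas 2.3.3, and the figures matplotlib 3.10.9.

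Genes named in the text were chosen by a rule set before the data were examined. They are every gene that the paper names in its Results text, Table 1 or Additional file 3, and for each comparison the 3 probe sets with a symbol that rose most and the 3 that fell most among those called, 127 genes in all. A few of these genes are not used here in the text. For a gene with several probe sets the one in Additional file 2, or else in Additional file 1, was used. The rule also asked that every rat of a group lie on the same side of all controls and, as a last resort, for the probe set with the highest mean signal, and neither part could be applied without the signals of single arrays. Positions are those of the table's annotation, which names the rat build RGSC 3.4. Probe sets without a symbol were named through a table of RefSeq genes only where it pairs the transcript with a symbol.

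Alternatives set before the data were examined that could be run are the counts without a fold change minimum, with adjustment over the 3 comparisons together, over only the probe sets with a symbol and by distinct symbol, the K-means run, and the median in place of the mean of a cluster. Added after seeing the data were an adjusted p below 0.01, centring each comparison on its median, leaving out probe sets that the array's annotation marks as cross-hybridising, and for the families an inter-gene correlation of 0.05, a test on ranks and 1 probe set per symbol. Marker genes of slow and fast muscle fibres, Schwann cells, fat cells, lost nerve input, glucocorticoid response, the circadian clock (a pair of lists), red blood cells, leukocytes and fibroblasts were written as 11 lists to test explanations of patterns seen in the table, before the values of these genes were looked at.

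The recovery was tested on simulated data, a table of 26208 probe sets drawn with the numbers of rats in each group and passed through limma, of which only log2 changes and adjusted p-values were kept. Limma gave 28.0379 degrees of freedom there and the recovery 28.04. The recovered SD was off by a median of 0.107%, a 95th percentile of 3.34% and at most 47.6%, the last among probe sets with no simulated change. Among probe sets with a simulated change it was off by at most 0.348%. For 1864 of the 26208 simulated probe sets the error was larger than the range given with the recovered SD, by at most 0.0132 percentage points. Calls in the simulation found 198 of 200 changed probe sets at 0.25-4d with 2 unchanged ones called, 198 of 200 at 5-8d with 0, 398 of 400 at 9-14d with 3, and 199 of 200 between 5-8d and 9-14d with 0. Every simulated change had a size of 2 log2 units, well above the fold change minimum. These numbers therefore check the recovery and do not give the share of smaller changes that would be found. In p below 0.05, log10 p differed from limma's own comparison of 5-8d with 9-14d by at most 0.0825. Camera called 5 of 5 families shifted in the simulation and 0 others.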

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

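Of the tests below, the one on the share of called probe sets whose spread would let a 2-fold difference pass was chosen only after the result was seen, as were the tests of blood and of an overall shift on the step from 5-8d to 9-14d, the centred and cross-hybridisation settings and the inter-gene correlation of 0.05.

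Compared with each other rather than each with the controls, 5-8d and 9-14d differ by at least 2-fold in 55 probe sets with an adjusted p below 0.05 from the recovered limma statistics, 49 of them higher and 6 lower at 9-14d. At an unadjusted p below 0.05 there are 3472. The paper does not report this comparison. Few rats (4 and 6) as the reason for the low number was tested by asking at how many probe sets an observed 2-fold difference would have passed. Over all probe sets this share was 90.6%. It is not a rate of detection, since a true 2-fold difference can be measured as smaller, so it cannot exclude few rats as a general limit. Among probe sets called at 5-8d or 9-14d, whose spread is wider, the share was 45.4%, so for these the number of rats may hide differences of that size. The count ranged from 8 at an adjusted p below 0.01 to 107 without a fold change minimum, and centring each comparison on its median gave 70.

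The probe sets with a symbol that rose most from 5-8d to 9-14d were Ctxn3 (difference 3.12, SE 0.53, adjusted p = 0.0084 from limma), Ostalpha (2.63, SE 0.51, adjusted p = 0.019) and RGD1306074 (1.88, SE 0.33, adjusted p = 0.012). Among those that fell was Cdig2 (-1.29, SE 0.27, adjusted p = 0.035). They were chosen after their values were seen. A difference in the number or spread of rats is covered by the standard errors. No technical explanation specific to these genes was tested, and a change with duration, which the design names, stays open as untested beyond the difference itself.

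Whole families also shifted between these durations. The median log2 change rose from 5-8d to 9-14d by 0.72 in interferon-induced genes (34 of 41 probe sets higher, camera adjusted p = 8.9e-11), by 0.76 in complement components (17 of 19, adjusted p = 2.5e-09) and by 0.31 in MHC (RT1) antigens (28 of 40, adjusted p = 6.0e-07). More blood in the sampled pieces would raise red blood cell genes, but the 5 such genes measured had a median log2 change of -0.29 at 9-14d, and the pair of Hba-a2 probe sets left out of that list stood at -0.37 and -0.36. This argues against more blood than in the controls as the reason for immune genes above the controls. For the step from 5-8d to 9-14d the red blood cell genes do not settle it alone. The 5 genes rose by a median of 0.11 in that step, 4 of them higher, and Hbb rose by 1.29 (SE 0.54, adjusted p = 0.29 from limma). Both probe sets of Hba-a2 rose by 1.22 and 1.21 (SE 0.28 and 0.28, adjusted p = 0.048 and 0.049) and are among the 55. The globins thus rose by more than the immune lists, but from a fall, their 4 probe sets standing at -1.57 to -1.89 at 5-8d. At that duration the interferon-induced genes, complement components and MHC (RT1) antigens had medians of -0.093, -0.04 and 0.01. With less blood signal than in the controls these medians stood near the controls. This argues against the return of blood as the whole reason for the steps of the medians. It does not cover the 3 MHC (RT1) probe sets that differ singly between these durations. RT1-DMb, RT1-Da and RT1-Ba stood at -1.45, -0.88 and -0.58 at 5-8d and at 0.21, 0.70 and 0.64 at 9-14d. They were below the controls at 5-8d as the globins were, so for them a return of blood stays open. A smaller part, or more leukocytes in the blood, stays open. More leukocytes in the muscle would raise their marker genes, and 11 of 14 macrophage and leukocyte genes are called up-regulated at 9-14d, with medians of 0.42, -0.02 and 1.32 at the 3 durations and all 14 higher at 9-14d than at 5-8d. Of the 16 genes on that list, 2 were left out because they stand in the shortened copy of Additional file 2 used here, but 11 of the 14 kept are in the paper's own list in Additional file 1, so the test is not independent of that list. Leukocytes in the muscle are a candidate source of these transcripts, as a hypothesis, and how abundant their most abundant genes are in each array was not analysed here. Muscle tissue may also express some of them itself, and a response of muscle fibres that raises the same genes stays open.

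Ribosomal protein probe sets rose a little further from 5-8d to 9-14d, by a median of 0.12 (277 of 365 higher, camera adjusted p = 1.8e-16), a size far under the fold change minimum. Cross-hybridising copies were tested as a reason for the rise at 9-14d. The 33 probe sets marked as unique had a median of 0.60 at 9-14d against 0.79 for the other 332, so the rise is not confined to probe sets that can pick up copies. A shift of all values is argued against for the step from 5-8d to 9-14d, since after centring on the median of all probe sets the ribosomal step is 0.15. A difference in normalisation that varies with signal stays open, as it was not examined without the signals of single arrays.

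Some genes changed direction between durations. Arrdc2 and Ankrd1 were picked after their values were seen. Arrdc2 went from a log2 change of 1.39 at 0.25-4d through -0.89 at 5-8d to -1.29 at 9-14d, a first step of -2.28 (SE 0.30, adjusted p = 2.1e-06 from limma), and is called at 0.25-4d and 9-14d in opposite directions. Ankrd1 went from -1.74, which does not pass (adjusted p = 0.109), to 2.56 and 2.55, a step of 4.30 (SE 0.65, adjusted p = 1.5e-05). Mstn went from 0.86, which does not pass either, to -2.49 and -1.89, a step of -3.35 (SE 0.35, adjusted p = 5.4e-08). All of these steps exceed the largest shift of all probe sets, -0.07, many times over, which argues against a shift in scaling.

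Of 33 probe sets with a symbol called at 0.25-4d alone, 19 differ between 0.25-4d and 5-8d, 18 of them higher early. Among them are Ddit4 (step -1.93, SE 0.39), Fkbp5 (-1.88, SE 0.46), Il6ra (-1.38, SE 0.21) and Foxo1 (-1.38, SE 0.27). A glucocorticoid response in the first days is a candidate explanation, since Fkbp5 is a known target. Of 11 glucocorticoid-responsive genes, 4 of them in the paper's list, 3 are called up-regulated at 0.25-4d, all 11 lie above the controls with a median of 0.83, and 0 of them are called up-regulated at 5-8d. One of the 3 is Ddit4, itself part of the pattern. Of the other 10, 2 are called, 5 pass the adjusted p with a rise of any size, and their median is 0.66. Few calls together with a rise in every member leave it open. A different time of day at sampling would move the clock genes high with Arntl and those high with Dbp apart. Their medians at 0.25-4d differed by -0.48 (-0.09 against 0.39), with 2 of 10 genes called, and time of day cannot be told apart from the other explanations because few clock genes are called and no sampling time was used.

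Among the called probe sets, 194 have no symbol in the authors' deposited table and none of them is in the paper's list. The Ensembl gene or RefSeq transcript is given for 177, and 5 could be named through a table of RefSeq genes. Chance calls on probe sets with few probes were tested as the reason. The called ones have a median of 25 probes, a difference of 0 from the 5418 others without a symbol, and 3 have fewer than 8, which argues against it. Probe set 10921831, on chromosome 9 from 10997995 to 10998249, had log2 changes of 0.32, 4.65 and 6.13 at the 3 durations, the largest rise in the table. Probe set 10899788, on chromosome 7 from 1776188 to 1778975, fell to -3.44 at 5-8d. Probe set 10752441, on chromosome 11 from 85441738 to 85458838, went from -0.94 at 5-8d to 1.48 at 9-14d, a difference of 2.42 (SE 0.37, adjusted p = 0.0040 from limma). What these probe sets measure was not established, and no biological explanation was tested.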

How the results depend on the processing

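The settings and tests chosen only after the data were seen are the matching of K-means clusters by most shared members, the adjusted p below 0.01, centring, leaving out cross-hybridising probe sets, and for the family tests the inter-gene correlation of 0.05, the test on ranks and 1 probe set per symbol.

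The counts, overlaps, family totals and cluster means were computed again under every alternative that the table of comparisons allows, which gave 172 values. Of these, 148 kept their direction and stayed within 1.5 times the count or, for cluster means, within the median within-group SD of the cluster's probe sets. In 9 the sign changed, all of them in K-means run again with clusters matched one to one.

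Without a fold change minimum none of the 9 counts stayed within that range. It gave 929 probe sets at 0.25-4d, 6869 at 5-8d, 9295 at 9-14d and 10838 at any duration, overlaps of 651 (0.25-4d and 5-8d), 668 (0.25-4d and 9-14d), 5515 (5-8d and 9-14d) and 579 (all durations), and 107 that differ between 5-8d and 9-14d. All probe sets called with the minimum are among them, so the larger counts come from changes under 2-fold.

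With an adjusted p below 0.01, 58 probe sets were called at both 0.25-4d and 9-14d against 93, and 8 differ between 5-8d and 9-14d against 55. The stricter threshold is the cause by construction. It kept 96 calls at 0.25-4d, 1261 at 5-8d and 1228 at 9-14d.

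K-means run again on all called probe sets with clusters matched one to one left clusters 4, 6 and 7 beside new clusters that share 0 members with them and go up instead of down. The means at the 3 durations were 0.34, 1.44 and 1.54 for cluster 4, 0.083, 0.91 and 1.15 for cluster 6, and 1.06, 3.50 and 4.07 for cluster 7, and 2.31 at 9-14d for cluster 11 against 3.09. The construction of the matching shows why, since these clusters have no counterpart of their own. After this was seen, each cluster was set beside the new cluster that holds most of its members instead. Clusters 4, 6 and 8 then share 1 new cluster of 38 probe sets, and most of clusters 5 and 7 another of 218. On the probe sets of Additional file 1 alone, 48 members of cluster 7 join cluster 9 instead, in a group of 102 with a mean of -2.00 at 9-14d. In this matching 33 of 36 means stayed, and the others are -3.61 at 5-8d and -3.36 at 9-14d for cluster 4, against -4.64 and -4.48, and again 2.31 for cluster 11. All 36 medians stayed as well. The down-regulated profiles thus recur, but the division of them into clusters 4, 6, 7 and 8 does not.

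Benjamini-Hochberg adjustment over the 3 comparisons together gave 172, 1362 and 1319 probe sets at the 3 durations, and kept all 144 calls at 0.25-4d, 1362 of 1366 at 5-8d and 1319 of 1343 at 9-14d. Testing only probe sets with a symbol gave 138, 1263 and 1193, and leaving out cross-hybridising probe sets 138, 1248 and 1212. Centring each comparison on its median gave 141, 1402 and 1426, of which 140, 1319 and 1250 are shared with the original calls. Centring moved the share of up-regulated calls from 55.6%, 48.9% and 58.7% to 57.4%, 53.6% and 67.6% at the 3 durations, the only change in that share from a scaling choice. Without the fold change minimum the shares were 42.0%, 56.7% and 48.8%, so the direction of the majority at each duration depends on that minimum.

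Of 57 family tests, 34 passed, and 34 (ranks), 34 (1 probe set per symbol), 33 (cross-hybridising probe sets left out), 34 (centred) and 25 (inter-gene correlation of 0.05) of these passed again. Of the 13 that passed for 9-14d against 5-8d, 12, 13, 11, 13 and 9 did. The cause was not tested beyond the correlation, which widens the test's error by construction. Glutathione S-transferases gained a call at 0.25-4d on ranks and, with cross-hybridising probe sets left out, at 0.25-4d and 9-14d and for 9-14d against 5-8d. Glycolysis and gluconeogenesis gained one for 9-14d against 5-8d on ranks (adjusted p = 0.0215).

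Single genes named in the text reversed under no setting. At 0.25-4d the adjusted p below 0.01 lost the calls of 7 genes (Aox1, Gadd45a, Musk, Cish, Zmynd17, Gpnmb and Lgi2), at 5-8d of 5 and at 9-14d of 5. Centring lost Acvr1 at 5-8d and Lamb2, Fgf6, Svil, Trim72 and Acvr2b at 9-14d, all with changes from 2.01- to 2.20-fold. Adjustment over the 3 comparisons together lost Myh2 and Trim72 at 9-14d and gained 4 genes at 0.25-4d. Without the fold change minimum 7, 12 and 19 genes were gained at the 3 durations.

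Several alternatives set before the data were examined were not run because they need the values of single arrays: fits of each comparison on its own groups, a trend or robust prior, array weights, quantile normalisation, centring of arrays, a filter on dim probe sets, leaving out each rat in turn, group medians, fry and an estimated inter-gene correlation, and the probe set with the highest mean signal. Other splits of the rats into groups were not run for the same reason, so chance in the grouping was not examined. No paired analysis was possible because the groups hold different rats and the table holds only comparisons. Signal over background limits each array's precision by an amount that was not analysed here.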

Differences from the paper's values

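Among the tests in this part, the matching of K-means clusters by most shared members was chosen only after the result was seen.

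Of 193 values that the paper states and that could be computed from the authors' deposited table, 0 differ from the paper's by the criterion used. The values come from the authors' own table, so this is no independent check. All 114 fold changes of Table 1 lie within rounding. Of the settings fixed before the data were examined, dropping the fold change minimum puts all counts of probe sets beyond 1.5 times the paper's, and K-means run again moves the means of cluster 11 (2.21 at 5-8d and 2.31 at 9-14d) from the paper's by more than the median within-group SD of its probe sets. Matched one to one it also does so for cluster 7 (3.50 and 4.07), with 0 shared members, and matched by most shared members for cluster 7 at 9-14d (-1.35). The deposited table holds 26208 probe sets, 1 fewer than the paper states. The counts over the probe sets listed in Additional file 1 equal the paper's except for 0.25-4d and 9-14d, where 80 probe sets are called at both and 79 of them in the same direction, the other one being Arrdc2.

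Some statements of the paper's text disagree with single values. The text places Myl1 among the sarcomeric genes that fell, and its log2 changes were -0.04, -0.10 and -0.03. It describes Myh7 and Myl3 as down-regulated at 5-8d, where the falls have an adjusted p of 0.12 and 0.12 from limma. Xdh is described as sustained after its early rise, but was 1.40-fold up at 5-8d, and Mfap4 as down-regulated up to 14 days, where its adjusted p was 0.12 at 9-14d. It has Nol3 up-regulated at the longest duration, and its fold change was 2.32 at 5-8d and 1.57 at 9-14d. Eif4ebp1 is said to decline steeply after 8 days, and still stood at 1.75-fold at 9-14d, with an adjusted p of 0.16 from limma for the difference from 5-8d, while the fall from 0.25-4d to 9-14d, -0.64 (SE 0.19), passes with an adjusted p of 0.012.

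For the genes that the text describes as up-regulated from 5 to 14 days, the adjusted p from limma at 5-8d was 0.055 for Fst and 0.062 for Nfkbie, and Ctss, for which the text describes a later response, lay at -0.14 at 5-8d. Fbox32 is described as raised throughout, and stays under the fold change minimum at 0.25-4d (1.92) and 9-14d (1.76). Without a fold change minimum Fbox32 is called at every duration. The text dates the rise of Hsph1 and Tomm34 to after 9 days, though both had risen 1.75- and 1.82-fold by 5-8d with an adjusted p below 0.05. Foxo1 is in the cluster described as early and sustained, and is called at 0.25-4d only. Myog at 0.25-4d has an adjusted p of 0.19.

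Where the text speaks of most members of the proteasome, ribosomal and matrix families, the tallies of calls go against it, while the directions go with it. Of 51 proteasome probe sets, 10 are called up-regulated at 5-8d and 4 at 9-14d, with 48 and 47 above the controls. Of 365 ribosomal protein probe sets, 33 and 62 are called, with 361 and 360 above the controls. Of 39 collagen probe sets, 6 and 4 are called down-regulated, with 32 and 37 below the controls. The text names cystatins without a number, and 2 of 13 are called at each of these durations. Without a fold change minimum, 35 and 33 proteasome and 325 and 345 ribosomal probe sets pass. The clusters that the text describes as declining significantly at 0.25-4d (4, 5, 6, 8 and 9) have 3 of 5, 26 of 174, 1 of 6, 3 of 26 and 16 of 54 members called then.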

Other observations

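None of the tests on marker genes in this part was chosen only after the result was seen, the gene lists having been written after the patterns but before the values of their genes were looked at.

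Some probe sets vary far more within groups than others, which widens the errors of the contractile genes. The within-group SD was 1.85 log2 units for Myl3, 1.82 for Myh2, 1.73 for Tnnc1, 1.72 for Ankrd2, 1.67 for Tnnt1 and 1.65 for Myh7, against a median of 0.20. A varying share of slow muscle in the sampled pieces may explain this. Of 15 slow-fibre and oxidative muscle genes, 13 could be used (1 was left out because it stands in the shortened copy of Additional file 2 used here, and 1 has no probe set), and their SD had a median percentile of 93.2 among all probe sets. The other gene lists in this part were shortened by the same rule, which did not remove every gene of the paper, since Additional file 1 holds 2 of the 13, so the lists are not independent of the paper's. Pooling rats of different duration in one group cannot be told apart from it. Beside probe sets with a like change at 5-8d, the SD of these 13 genes stood at a median percentile of 91.9, but they change little with duration, so this does not reach the contractile genes that fall most, and the durations of single rats were not used here. Lists with another origin also stood high, with 95.4 for glucocorticoid-responsive genes, 97.9 for leukocyte genes and 82.8 for fast-fibre genes, so a high percentile is not particular to slow muscle.

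Less slow muscle in the pieces from ventilated rats could also lower the slow-fibre genes in the comparisons with the controls. The 13 genes had a median log2 change of -0.23 at 9-14d, with a range from -1.05 to 3.64, against a median of -2.83 (-4.09 to -2.05) for 7 slow contractile genes that the paper or the SDs had already brought up. The 9 fast-fibre genes kept, 6 others being in that copy, had medians of -0.08, -0.57 and -0.41 at the 3 durations. Less slow muscle in the pieces and a specific fall of the contractile genes cannot be told apart, because genes of the list move in both directions and no signal of a single rat was used.

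Nerve and fat show the same kind of spread. Pmp2 had a within-group SD of 1.20. Of the Schwann cell genes, 13 had a median percentile of the SD of 98.2, and of the fat cell genes, 11 had one of 92.5. A varying share of nerve and of fat in the sampled pieces is a candidate explanation for these spreads, as a hypothesis. Neither list moved with duration as a whole. Medians were 0.18, -0.02 and 0.08 for the Schwann cell genes and 0.15, 0.08 and -0.07 for the fat cell genes, and 0 of either are called. The levels of the most abundant genes of either type were not analysed here.

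Chrna1, the endplate receptor subunit, rose to 4.81 at 9-14d. A programme like that of muscle without nerve input may be at work, since the blocker acts at the endplate. Of 11 genes that respond to loss of nerve input, 5 of them in the paper's list, 4 are called up-regulated at 9-14d and 8 lie above the controls, with medians of -0.12, 0.66 and 0.78 at the 3 durations. Because 4 of 11 is neither most nor few of the list and its members go both ways, this stays open.

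For the fall of matrix genes at 5-8d, fewer connective tissue cells in the pieces and a shift of all log2 changes were tested. Of the fibroblast genes that are not matrix proteins, 3 were left out by the rule above and 11 had a median log2 change of -0.22 at 5-8d, beside -0.22 for the collagens, with 2 called down-regulated. Fewer such cells and lower expression of matrix genes cannot be told apart, since both lists fell by a like and small amount. A shift of all values is argued against, because 6 collagen probe sets are still called down-regulated at 5-8d after centring, as many as before.

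The clock genes high with Arntl continued to fall, with medians of -0.09, -0.52 and -0.90 at the 3 durations, while those high with Dbp stood at 0.39, 0.25 and 0.29. Of the former, 2 of 5 are called down-regulated at 9-14d. No explanation was tested for this.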
